# *Nanog* regulates *Pou3f1* expression at the exit from pluripotency during gastrulation

**DOI:** 10.1242/bio.046367

**Published:** 2019-12-02

**Authors:** Antonio Barral, Isabel Rollan, Hector Sanchez-Iranzo, Wajid Jawaid, Claudio Badia-Careaga, Sergio Menchero, Manuel J. Gomez, Carlos Torroja, Fatima Sanchez-Cabo, Berthold Göttgens, Miguel Manzanares, Julio Sainz de Aja

**Keywords:** *Nanog*, *Pou3f1*, Pluripotency, Epiblast, Regulatory genomics

## Abstract

Pluripotency is regulated by a network of transcription factors that maintain early embryonic cells in an undifferentiated state while allowing them to proliferate. NANOG is a critical factor for maintaining pluripotency and its role in primordial germ cell differentiation has been well described. However, *Nanog* is expressed during gastrulation across all the posterior epiblast, and only later in development is its expression restricted to primordial germ cells. In this work, we unveiled a previously unknown mechanism by which *Nanog* specifically represses genes involved in anterior epiblast lineage. Analysis of transcriptional data from both embryonic stem cells and gastrulating mouse embryos revealed *Pou3f1* expression to be negatively correlated with that of *Nanog* during the early stages of differentiation. We have functionally demonstrated *Pou3f1* to be a direct target of NANOG by using a dual transgene system for the controlled expression of *Nanog*. Use of *Nanog* null ES cells further demonstrated a role for *Nanog* in repressing a subset of anterior neural genes. Deletion of a NANOG binding site (BS) located nine kilobases downstream of the transcription start site of *Pou3f1* revealed this BS to have a specific role in the regionalization of the expression of this gene in the embryo. Our results indicate an active role of *Nanog* inhibiting neural regulatory networks by repressing *Pou3f1* at the onset of gastrulation.

This article has an associated First Person interview with the joint first authors of the paper.

## Abstract (precis)

**Summary:** *Nanog* is a key factor for pluripotency, but we show that it has further roles during gastrulation by regulating lineage determinants such as *Pou3f1*.

## INTRODUCTION

Pluripotency is a steady state in which cells can self-renew and remain undifferentiated, retaining the capacity to give rise to derivatives of any germ layer. This cell state is maintained by an intricate gene regulatory network (GRN) that is tightly regulated by a core set of transcription factors (TF): NANOG, OCT4 and SOX2 (Navarro et al., 2012; Rodda et al., 2005; Teo et al., 2011; Trott and Martinez Arias, 2013). These three TFs are involved in establishing and maintaining embryonic pluripotency, both in the blastocyst and in cultured embryonic stem (ES) cells (Chambers and Tomlinson, 2009). This GRN regulates pluripotency by repressing genes involved in differentiation and activating other genes important for pluripotency (Navarro et al., 2012; Thomson et al., 2011). The same GRN also initiates the process of exiting pluripotency by responding to extrinsic and intrinsic signals and changing the regulatory regions and partners these factors bind to (Hoffman et al., 2013; Kalkan and Smith, 2014; Mohammed et al., 2017; Pfeuty et al., 2018).

ES cells can be maintained in different stages of differentiation, the most studied being ground, naïve and primed pluripotent cells (Joo et al., 2014; Morgani et al., 2017; Nichols and Smith, 2009). These states are defined so that they can be maintained and passaged *in vitro* indefinitely: the first with Leukemia Inhibitory Factor (LIF) and 2i (MEK and GSK3 inhibitors), the second with LIF and serum (Ying et al., 2008), and the latter with Activin and FGF (Tesar et al., 2007). However, while ground and naïve pluripotent cells contribute to all embryonic lineages in blastocyst chimeras, cells in the primed state have lost this potential (Festuccia et al., 2013). In ground pluripotent ES cells, NANOG is highly and homogeneously expressed, while in the primed ES cells NANOG expression levels fluctuate. Transition between these two cell states determines the onset of differentiation. In fact, it has been demonstrated that lowering levels of *Nanog* expression in ES cells triggers differentiation and its overexpression is sufficient to maintain the cells in a LIF-independent pluripotent state (Chambers et al., 2007). In spite of multiple studies that have addressed ES cell differentiation (Mendjan et al., 2014; Radzisheuskaya et al., 2013; Thomson et al., 2011), the role of NANOG during the exit from pluripotency *in vivo* is still not well understood (Osorno et al., 2012; Tam and Behringer, 1997). During implantation, *Nanog* disappears from the epiblast and is re-expressed in the proximal posterior region of the epiblast after implantation, the region in which gastrulation starts (Hart et al., 2004). Thus, we hypothesized that *Nanog* not only has a role in pluripotency maintenance, but also in defining lineage commitment upon gastrulation (Mendjan et al., 2014). We have recently shown that, at the onset of gastrulation, *Nanog* has a determinant role in repressing primitive hematopoiesis and Hox genes expression (Lopez-Jimenez et al., 2019 preprint; Sainz de Aja et al., 2019).

To gain further insight into the roles of *Nanog* beyond pluripotency*,* we studied the effects of altering the levels of NANOG in different ES cell lines and in mouse embryos. By combining the analysis of different RNA-seq data sets, we found that *Pou3f1* expression is regulated by *Nanog*. *Pou3f1*, which encodes a TF involved in promoting neural fate, is initially expressed throughout the epiblast at early implantation stages (Song et al., 2015; Zhu et al., 2014). However, at the onset of gastrulation when *Nanog* is re-expressed in the embryo (Yamaguchi et al., 2005), its expression becomes quickly restricted to the anterior epiblast. While the role of POU3F1 in antagonizing extrinsic neural inhibitory signals is well known (Zhu et al., 2014), little information is available about the transcriptional regulation of this gene in the early stages of gastrulation. By deleting NANOG binding sites located next to the *Pou3f1* locus, we observed that *Nanog* prevents the expression of *Pou3f1* in the posterior region of the gastrulating embryo. Therefore, we present a previously unknown mechanism by which *Nanog* constrains *Pou3f1* expression to the anterior region of the embryo, a necessary step for its role in neural development.

## RESULTS

### Lack of *Nanog* leads to upregulation of anterior genes at the exit from naïve pluripotency

To explore the role of *Nanog* and to identify putative targets during the transition from pluripotency to lineage specification, we analyzed expression changes in ES cells mutant for *Nanog* and compared them to the parental wild-type ES cell line as control (Chambers et al., 2007). Cells were first cultured with 2i/LIF/KOSR and subsequently changed to serum to induce exit from pluripotency (Heo et al., 2005; Martin Gonzalez et al., 2016). To follow the earliest events taking place, we sampled the cultures at 0, 12, and 24 h (Fig. 1A; Table S1). 

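RNA of *Nanog* KO ES cells (BT12) and of their parental control line (E14Tg2a) was sequenced at 0 h and after 12 and 24 h in serum. At 0 h the cells were in LIF, serum replacement and the 2i inhibitors of MEK and GSK3, which hold ES cells in the naïve state, over inactivated mouse embryonic fibroblasts. The targeted gene was low in every *Nanog* KO library, at 12.5 to 34.6 CPM, against 271 to 412 CPM in the control libraries. *Nanog* (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633 of GRCm38) stood at 32.8 ± 1.58 CPM (SD, n = 3) in *Nanog* KO cells and 412 ± 0.766 CPM (SD, n = 2) in control cells at 0 h. At 24 h it was 14.4 ± 1.80 CPM (SD, n = 3) against 299 ± 23.6 CPM (SD, n = 3), so that it fell over time in both genotypes. The difference between genotypes was a log2 fold change of -3.61 ± 0.09 (SE) at 0 h, -3.91 ± 0.08 at 12 h and -4.29 ± 0.08 at 24 h (limma, adjusted p = 1.5e-15, 1.9e-16 and 2.4e-17).
There were 3 libraries for each genotype and time, except for the control at 0 h, of which 2 libraries were analysed here (replicates 2 and 3), while the legend of Fig. 1A gives triplicates. Neither the paper nor the sample labels say that the replicates were separate cultures, so p-values measure the spread between these samples, which may be technical. The labels' extraction protocol speaks of embryos and another RNA kit, but the methods and another field of the labels give a column kit for the ES cells. Reads were trimmed, mapped to the mouse transcriptome (GRCm38) and quantified per gene by the authors. They scaled the counts by TMM, which balances libraries on genes with little change, and deposited them as CPM, which puts all libraries on a common size. Every deposited value was a whole multiple of what 1 read is worth in its library, to a tolerance of 0.001 reads, so the depth of each library could be read off. It was 19777267 to 23922556 reads (median 20171236) for *Nanog* KO at 0 h, 12358301 to 20702654 reads (median 19130613) at 12 h and 10876687 to 23402124 reads (median 15153218) at 24 h. For the control it was 14788394 and 25268261 reads at 0 h, 8775372 to 33766086 reads (median 11715137) at 12 h and 19155552 to 26209279 reads (median 23082758) at 24 h. At these depths 3 reads, the most that a count of 0 allows, are 0.0851 to 0.326 CPM, by counting error alone.
The methods also name a batch correction. No trace of it was found in the deposited values, which are whole reads divided by the TMM-scaled library size. The 15117 genes with at least 1 CPM in at least 3 libraries were tested with limma's trended test on log2(CPM + 1), with all 17 libraries in 1 model and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Adding 1 CPM lowers the fold change of low genes, so their folds between groups are understated. The interaction of genotype and time is the change from 0 to 24 h in *Nanog* KO cells minus that in control cells. It can be overstated for a gene that is low in a single genotype, as only that genotype's change is lowered.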

Then, we performed RNA-seq and selected genes that changed their expression dynamics from 0–24 h. We identified genes repressed by *Nanog* as those with stable expression in control ES cells but increased expression in *Nanog* KO cells along time (Fig. 1B), and genes that are positively regulated by *Nanog* as those activated in controls but unchanged in mutant cells (Fig. 1C).

**Fig. 1.**
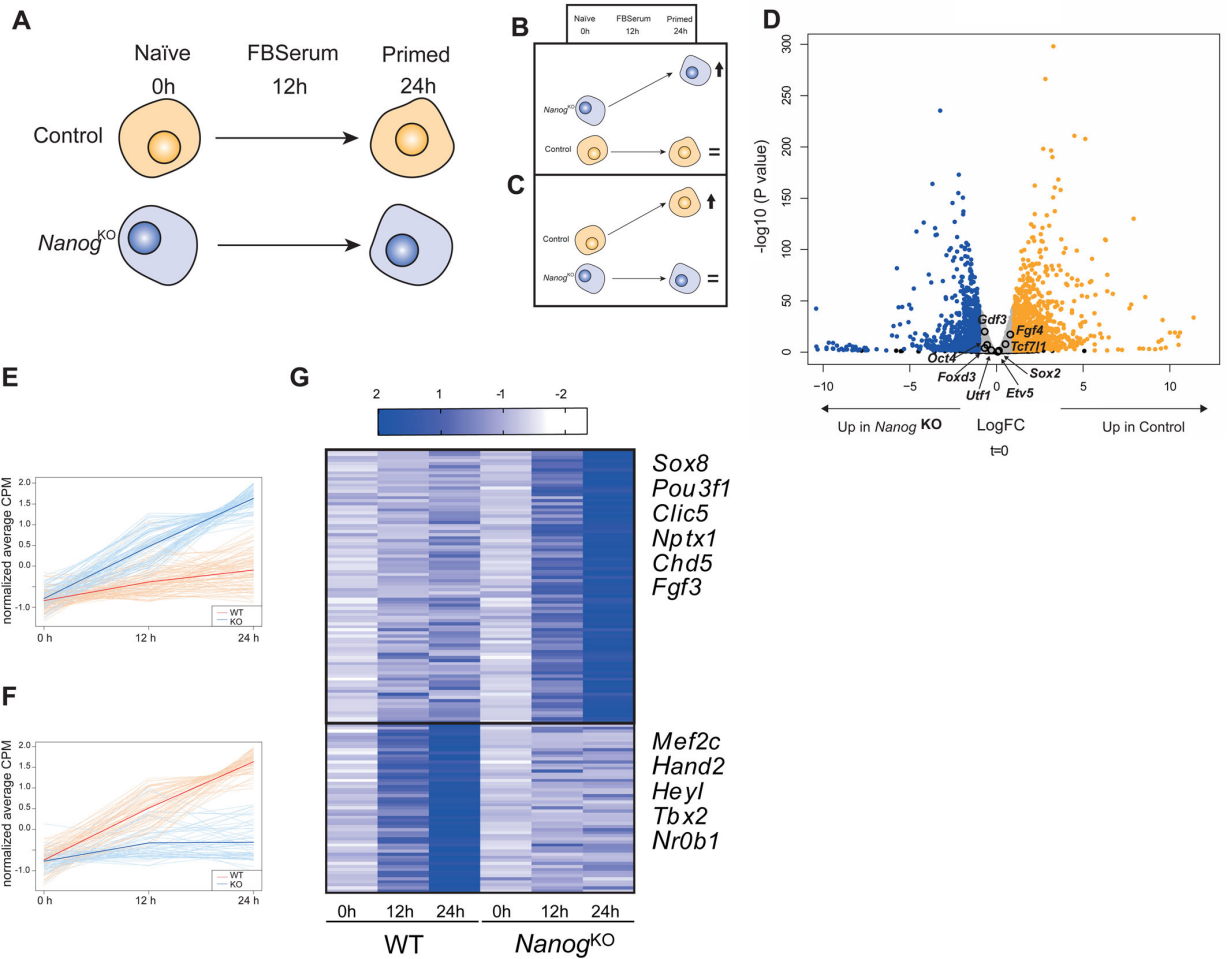
**Early transcriptional response to *Nanog* at the naïve to primed transition.** (A) Schematic representation of the experimental setup to address transcriptional changes of control and *Nanog* mutant ES cells as they transition from the naïve to the primed state. Samples in triplicate were taken in naïve conditions (2i+LIF) and after 12 or 24 h of growth in serum. (B,C) Predicted outcome of the change in expression of genes repressed (B) or activated (C) by *Nanog* during priming of ES cells. (D) Volcano plot depicting gene expression changes of control ES cells compared to *Nanog* KO cells in naïve conditions (0 h). In blue, genes upregulated in *Nanog* KO cells, and in orange genes upregulated in control cells (0.5<LogFC<0.5). In grey genes that have less than [0.5] Log Fold Change (LogFC). Core pluripotency factors are indicated. (E,F) Graphs showing the normalized expression values (average CPM) of genes that are upregulated in *Nanog* mutant cells across time but not in controls (E, repressed by *Nanog*), or genes that are upregulated in control cells but not in *Nanog* mutant (F, activated by *Nanog*). (G) Heatmap comparing the expression profiles of both set of genes, with representative examples of neural (top) or mesodermal (bottom) genes included in these sets indicated on the right. The set of 89 genes upregulated in *Nanog^KO^* across time is represented in the upper section of the heatmap. The set of 55 genes upregulated in control wild-type cells across time is represented in the lower section of the heatmap.

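All *Nanog* KO libraries lay on one side of the first axis of variation and all control libraries on the other, at 0, 12 and 24 h. Libraries in 2i/LIF lay at one end of the second axis and libraries after 24 h in serum at the other, in both genotypes. Along the first axis the control moved toward the *Nanog* KO with time in serum. Its mean score on component 1 was 46.9 ± 3.14 (SD, n = 2) at 0 h, 31.9 ± 1.61 (SD, n = 3) at 12 h and 23.7 ± 1.51 at 24 h. The *Nanog* KO scores were -21.9 ± 0.395, -31.5 ± 1.28 and -33.5 ± 1.46 (SD, n = 3 each). On component 2 the *Nanog* KO went from 42.2 ± 0.907 at 0 h to -7.00 ± 0.588 at 12 h and -19.4 ± 1.27 at 24 h. The control went from 33.6 ± 1.83 to -11.5 ± 1.38 and -26.7 ± 1.55. In both genotypes the step from 0 to 12 h was larger than that from 12 to 24 h, and both were larger than the spread within a group.  The components were taken from centred log2(CPM + 1) values of the 15117 tested genes.

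**Figure D1:**
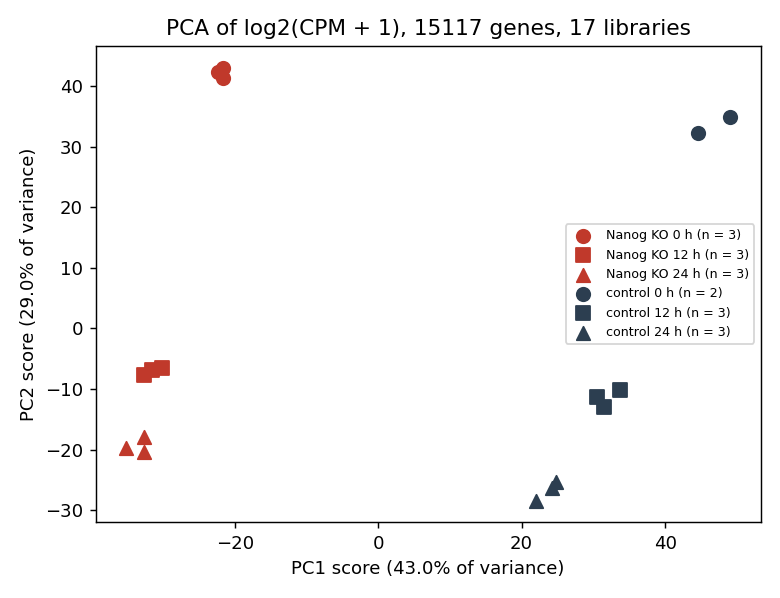
Scores of the 17 libraries on components 1 and 2 of log2(CPM + 1). Colours mark the genotype and symbols the time, 1 point per library. The *Nanog* KO libraries lie between -35.2 and -21.6 on component 1 and the control libraries between 22.0 and 49.1.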

Principal component analysis (PCA) of the RNA-seq data showed a clear separation of the samples based on the genotype of the cells (dim1, Fig. S1) and timing of differentiation (dim2, Fig. S1). 

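The first component of the values held 43.0% of the variance, the second 29.0% and the third 7.28%. At 0 h, 3838 genes were higher and 4073 lower in *Nanog* KO than in control cells, against 3718 and 3803 at 12 h, and 3540 and 3700 at 24 h. From 0 to 24 h, 4359 genes rose and 4452 fell in *Nanog* KO cells, and 3948 rose and 4345 fell in control cells (limma). Over a 2-fold change, 555 genes were higher and 886 lower in *Nanog* KO cells at 0 h, and 376 and 494 at 24 h.
With time in serum, genes of metabolism and of LIF signalling changed in both genotypes. Of 21 genes of glycolysis, 20 fell and 1 rose in *Nanog* KO cells, and 19 fell and 1 rose in control cells, with median log2 fold changes of -1.42 and -1.27. The list passed camera, a test against all other genes, with a preset correlation and with an estimated one (adjusted p = 0.021 for *Nanog* KO and 0.021 for control cells with an estimated correlation). *Ldha*, which makes lactate, fell from 2121 ± 59.5 to 534 ± 19.5 CPM (SD, n = 3) in *Nanog* KO cells, and in control cells from 2169 ± 191 (SD, n = 2) to 581 ± 25.1 CPM (SD, n = 3). Of 16 targets of LIF and STAT3, 13 fell in *Nanog* KO and 14 in control cells. *Socs3*, the feedback inhibitor of that pathway, fell by 3.09 and 2.68 on the log2 scale. Of 24 genes of sterol synthesis, 19 fell in *Nanog* KO and 22 in control cells. The LIF targets and sterol genes passed camera with the preset correlation (adjusted p at most 2.0e-05). With an estimated correlation they did not, the LIF targets at adjusted p = 0.20 and 0.15 and the sterol genes at adjusted p = 0.20 and 0.12. The counts of falls were the same when adjusted over the list alone.
Of 21 formative and primed genes, 14 rose in *Nanog* KO cells, also when adjusted over the list alone (median 0.77; camera, adjusted p = 5.4e-07, and adjusted p = 0.17 with an estimated correlation), while in control cells 12 rose and 8 fell. *Dnmt3a*, a de novo DNA methyltransferase of this list, rose from 140.4 to 818 CPM in *Nanog* KO and from 101 to 493 CPM in control cells. *Fos*, an early gene of the response to growth factors, fell from 103 to 4.75 CPM and from 168 to 2.35 CPM. Of 36 fibroblast markers, which the feeder layer expresses, 32 fell in *Nanog* KO and 24 in control cells (median -1.23 and -0.78; camera, adjusted p = 0.12 and 0.21 with an estimated correlation).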

The genotypic difference resulted in close to 43% variability, whereas timing of differentiation explained 26% of the variability. Interestingly, the comparison at time 0 between control and *Nanog* KO ES cells showed minimal differences in the expression of core pluripotency genes like *Oct4* or *Sox2* (Fig. 1D). 

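*Pou5f1* (*Oct4*) was higher and *Sox2* slightly lower in *Nanog* KO than in control cells at 0 h, each by less than a factor of 2. *Pou5f1* (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772 of GRCm38) stood at 1007 ± 30.2 CPM (SD, n = 3) against 693 ± 60.5 CPM (SD, n = 2), a log2 fold change of 0.54 ± 0.10 (SE; limma, adjusted p = 9.7e-05). *Sox2* (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) stood at 321 ± 4.97 and 355 ± 11.6 CPM, a log2 fold change of -0.14 ± 0.05 (adjusted p = 0.012). The *Sox2* difference did not pass without replicate 3 of the control at 0 h, where it was -0.11.
Of the other genes marked in Fig. 1D, *Gdf3* (0.67) and *Foxd3* (0.68) were higher, and *Fgf4* (-0.78), which drives exit from the naïve state, and *Tcf7l1* (-0.50), a repressor of the pluripotency network, were lower in *Nanog* KO cells. *Foxd3* did not pass without replicate 2 of the control at 0 h (0.40). *Utf1* had a log2 fold change of 0.30 ± 0.13 (limma, adjusted p = 0.054) and *Etv5* one of -0.07 ± 0.07 (adjusted p = 0.43). *Utf1* passed when replicate 3 of *Nanog* KO at 12 h, replicate 2 or 3 of *Nanog* KO at 24 h, or replicate 1 or 2 of the control at 24 h was left out, with its fold change unmoved. *Etv5* passed without replicate 2 of the control at 0 h (-0.19). So 3 of these 8 genes were higher, 3 lower and 2 not called, or 4 higher and 3 lower when adjusted over the list alone. The study chose these genes, so the list is not independent evidence.
Of 20 core and general pluripotency genes listed before the data were examined, 11 were higher and 6 lower in *Nanog* KO cells at 0 h (12 and 6 when adjusted over the list alone). *Dnmt3l*, a cofactor of DNA methylation, was 849 ± 13.2 against 89.3 ± 2.24 CPM, a log2 fold change of 3.23. *Tdgf1* (*Cripto*), a Nodal coreceptor, had a log2 fold change of 1.42, and the adhesion gene *Cdh1* one of -1.09. The list's median was 0.38 (camera, adjusted p = 0.031, and adjusted p = 0.22 with an estimated correlation).
Of 21 naïve genes, 4 were higher and 8 lower (median 0.03; camera, adjusted p = 0.69). Counts were the same when adjusted over the list alone. *Esrrb* (-0.70) and *Prdm14* (-1.75), which hold ES cells in the naïve state, were lower, and *Tbx3* (1.25) and the adhesion gene *Pecam1* (1.11) were higher in *Nanog* KO cells.

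**Figure D2:**
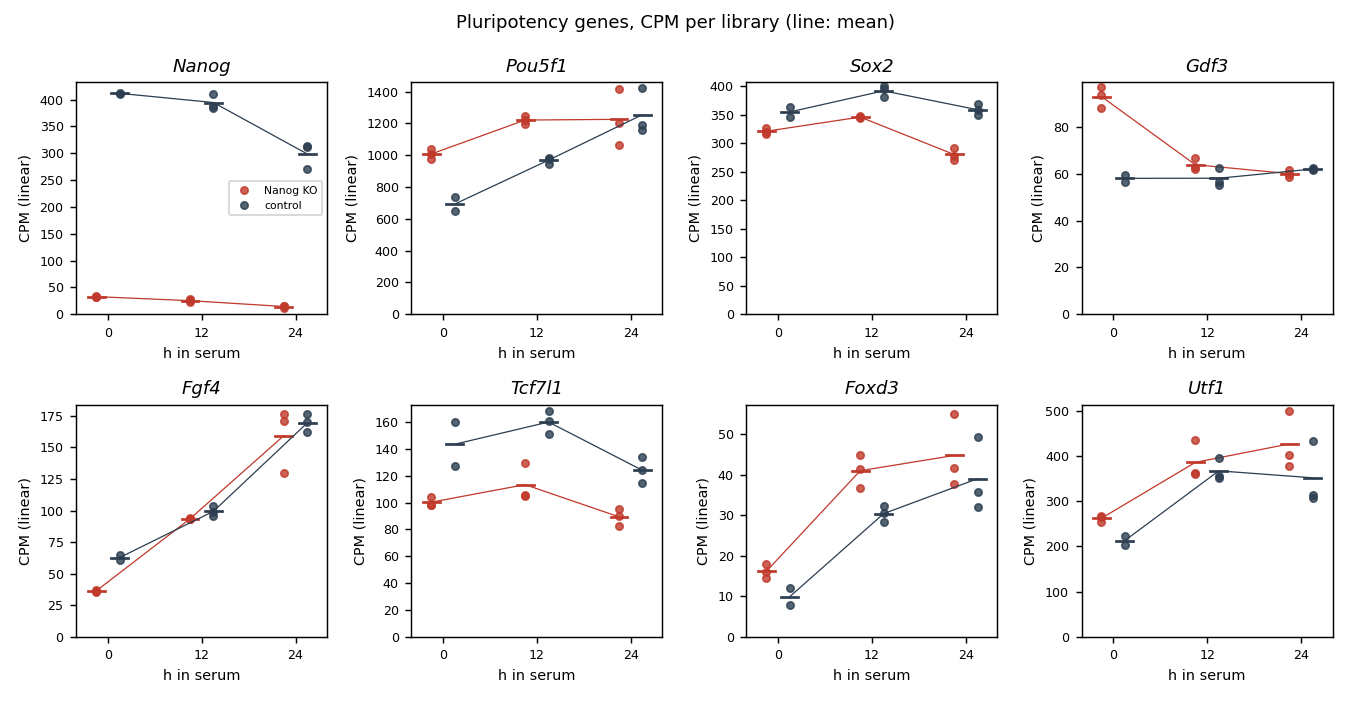
CPM of *Nanog* and 7 pluripotency genes marked by the study, on a linear axis against hours in serum, 1 point per library (3 per group, 2 for the control at 0 h). Short bars are means. *Nanog* is at 32.8 CPM in *Nanog* KO (red) and 412 CPM in control cells (dark) at 0 h, while *Sox2* is at 321 and 355 CPM.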

The similarities between *Nanog* KO and wild-type cells in the pluripotent stage agree with previous observations on the dispensability of *Nanog* at the pluripotent state (Chambers et al., 2007). 

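Outside the pluripotency genes, the genotypes differed at 0 h in genes of endoderm, of the Hox clusters and of Wnt signalling. Of 28 genes of primitive and definitive endoderm, 20 were higher and 5 lower in *Nanog* KO cells, with a median log2 fold change of 1.299 and the same counts when adjusted over the list alone. *Gata6*, the transcription factor that specifies primitive endoderm, stood at 40.2 ± 2.46 CPM (SD, n = 3) against 3.27 ± 1.31 CPM (SD, n = 2), a log2 fold change of 3.30 ± 0.18 (SE; limma, adjusted p = 3.0e-11). *Sox7* and the basement membrane gene *Lama1* had log2 fold changes of 2.97 and 2.39. The endocytic adaptor *Dab2* had 2.43, but lies on chromosome 15, whose genes were higher as a whole in *Nanog* KO cells (median 0.41). The list passed camera with the preset correlation (adjusted p = 1.1e-07) and with an estimated one (adjusted p = 0.026).
Of 29 Hox genes, which pattern the trunk, 27 were lower and 1 was higher in *Nanog* KO cells (median -2.02; camera, adjusted p = 0.049 with an estimated correlation; 28 lower when adjusted over the list alone). *Hoxa9* was 0.204 ± 0.149 CPM against 16.5 ± 0.485 CPM. Of 20 targets of Wnt and β-catenin, the pathway that 2i turns on, 17 were lower (median -1.49; camera, adjusted p = 8.7e-10, and adjusted p = 0.056 with an estimated correlation). They included *Ccnd1* (-3.61), *Lef1* (-2.80), *Sp5* (-4.11) and the streak gene *T* (Brachyury; -4.50).
Genes of the formative and primed states did not move together. Of 21, 14 were lower, such as *Sall2* (-2.69) and *Cdh2* (-3.12), and 6 were higher, among them *Otx2* (2.49), with the same counts when adjusted over the list alone. The list passed camera (median -1.18, adjusted p = 0.0013) with the preset correlation only (adjusted p = 0.30 with an estimated correlation). Fibroblast markers did not differ as a group (median -0.08; camera, adjusted p = 0.16), but 13 of 36 were lower in *Nanog* KO cells, *Tagln* by a log2 fold change of -1.43, and 7 were higher.

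**Figure D3:**
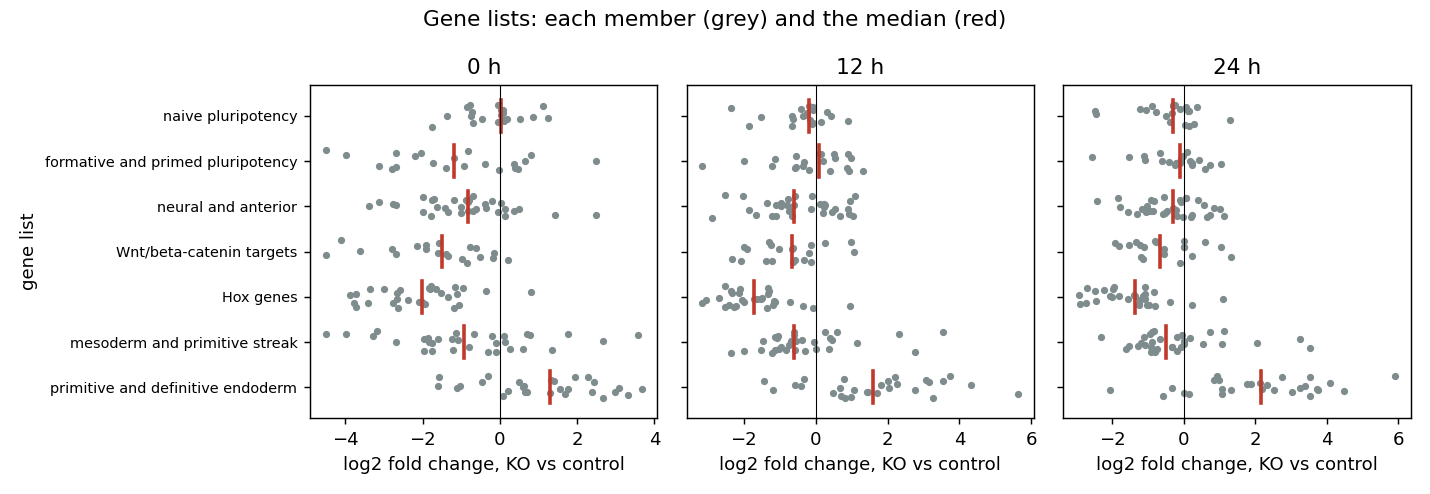
Log2 fold change of *Nanog* KO against control cells at 0, 12 and 24 h (panels) for the genes of 7 lists (vertical axis). Each grey point is a gene and each red bar the median of its list. The median of the endoderm genes is 1.299, 1.58 and 2.16, and that of the Hox genes -2.02, -1.71 and -1.38.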

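In 134 genes expression rose in *Nanog* KO cells from 0 to 24 h and stayed level in control cells, as for genes repressed by *Nanog* in Fig. 1B. In 155 genes it rose in control cells and stayed level in *Nanog* KO cells, as in Fig. 1C. A rise was a log2 fold change of at least 1 that passed limma's test, a level change was one under 0.5 in size, and the interaction of genotype and time had to pass too. A level change could pass the test, by less than 0.5 in size. Of the 134 genes, 29 also rose and 11 fell in control cells, and of the 155, 54 rose and 5 fell in *Nanog* KO cells. The paper's text gives no fold limits for the patterns. The interaction alone was positive in 2346 genes and negative in 2158.
The genes of the first pattern with the largest interaction were *Fam84b*, *Sox3*, *Spink3* and *Myo7a*, apart from *Tfec*, whose direction depended on the test. *Myo7a*, a myosin of sensory hair cells, rose from 3.15 ± 0.252 to 15.1 ± 0.536 CPM (SD, n = 3) in *Nanog* KO cells, and in control cells it was 1.47 ± 0.554 (SD, n = 2) and 0.970 ± 0.114 CPM (SD, n = 3). Its interaction was 2.27 ± 0.24 (SE; limma, adjusted p = 1.3e-06). *Fam84b* lies on chromosome 15. The largest of the second pattern were *Col14a1* (on chromosome 15), *Otx2*, *Sema3d*, *Dnmt3l* and *Tril*. *Sema3d*, a guidance cue for neurons and vessels, rose from 0.397 ± 0.172 to 6.15 ± 0.461 CPM in control cells and was 0.807 ± 0.397 and 0.801 ± 0.106 CPM in *Nanog* KO cells. Its interaction was -2.34 ± 0.25 (adjusted p = 1.8e-06).
The genotypes often differed before the change of medium. Of the 134 genes, 73 were lower and 21 higher in *Nanog* KO cells at 0 h, and 47 were lower at 0 h and not higher at 24 h. Of the 155 genes, 98 were higher and 18 lower in *Nanog* KO cells at 0 h, and 74 were higher at 0 h and not lower at 24 h. The pattern and the 0 h comparison use the same 0 h libraries, and independent lists would share 36.1 and 39.4 genes. Among 20 simulations of groups with no change, no gene had either pattern, but 98.6% of genes with a positive interaction at an unadjusted p under 0.05 were lower in *Nanog* KO cells at 0 h (83.0% in the data). The 0 h difference is part of the interaction, so a high share was bound to come out. Part of these overlaps may come from the shared libraries. With no pattern genes in the simulations, how large a part is not known. The numbers were 125 and 150 without the genes of chromosome 15, and 70 and 93 among genes with a mean of at least 5 CPM.

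**Figure D4:**
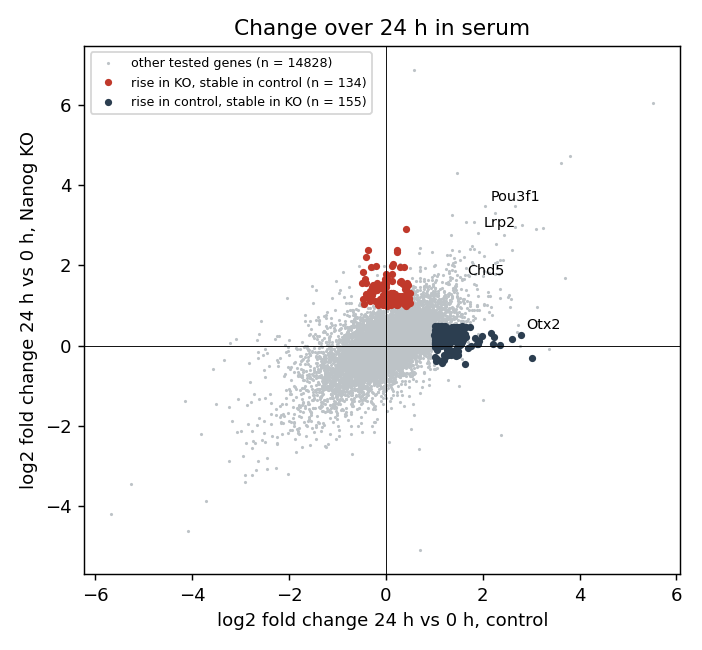
Log2 fold change from 0 to 24 h in control cells (horizontal) and in *Nanog* KO cells (vertical), 1 point per tested gene. Red marks the 134 genes that rose in *Nanog* KO and dark blue the 155 that rose in control cells, and *Pou3f1*, which rose by 3.47 and 2.05, lies outside both.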

We analyzed changes in gene expression, factoring in their expression over time, and identified two clusters with the predicted pattern of change (Fig. 1E,F). Genes that are upregulated in differentiating *Nanog* mutant cells but not in controls are enriched in neural specifiers such as *Pou3f1*, *Sox8* or *Fgf3* (Fig. 1G; Table S1A) (Bell et al., 2000; O'Donnell et al., 2006; Zhu et al., 2014). On the other hand, genes that fail to be upregulated in mutant cells are involved in mesoderm development, such as *Mef2c*, *Hand2* or *Tbx2* (Fig. 1G; Table S1B). This analysis indicates that *Nanog* might be involved in the repression of genes implicated in the development of the anterior-neural fate while promoting posterior-mesodermal fate at the exit from pluripotency in ES cells.

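Of the 6 genes shown as neural in Fig. 1G, 5 rose more in *Nanog* KO than in control cells over 24 h, and *Chd5* did not. *Pou3f1*, a POU factor of early neural fate, *Sox8*, *Fgf3*, *Clic5* and *Nptx1* had interactions of 1.42 ± 0.21, 0.71 ± 0.26, 2.05 ± 0.25, 1.47 ± 0.20 and 1.28 ± 0.47 (log2, SE; limma, adjusted p = 4.6e-05, 0.044, 6.4e-06, 2.6e-05 and 0.047). *Fgf3* (ENSMUSG00000031074, chromosome 7 from 144838083 to 144844436 of GRCm38), a secreted growth factor, rose from 1.04 ± 0.246 to 5.04 ± 0.752 CPM (SD, n = 3) in *Nanog* KO cells. In control cells it was 1.93 ± 0.0948 (SD, n = 2) and 1.10 ± 0.239 CPM (SD, n = 3). *Sox8* (ENSMUSG00000024176, chromosome 17 from 25565892 to 25570686) rose from 0.190 ± 0.105 to 1.60 ± 0.235 CPM in *Nanog* KO cells, and was 0.383 ± 0.249 and 0.846 ± 0.288 CPM in control cells. *Pou3f1* and *Chd5*, a chromatin remodeller of neurons, rose in both genotypes, *Chd5* from 6.15 to 21.2 CPM in *Nanog* KO and from 2.87 to 10.5 CPM in control cells. The *Chd5* interaction was 0.06 ± 0.13 (adjusted p = 0.75). The study chose these 6 genes on the same libraries, so their direction is not independent evidence (5 rose more when adjusted over the list alone). *Sox8*, *Fgf3*, *Clic5* and *Nptx1* were among the 134 genes that rose in *Nanog* KO and stayed level in control cells, and with 0.1 CPM added in place of 1 only *Clic5* and *Nptx1* were.
The *Sox8* interaction did not pass without replicate 1 or 2 of *Nanog* KO at 0 h or at 24 h, replicate 1 of *Nanog* KO at 12 h, replicate 3 of the control at 0 h, or replicate 2 or 3 of the control at 24 h (0.52 to 0.73), nor with 0.1 CPM added in place of 1 (1.57). The *Nptx1* interaction did not pass on leaving out any of 12 of the 17 libraries, controls among them (1.00 to 1.35): it passed only without replicate 2 of *Nanog* KO at 0 h, replicate 2 of *Nanog* KO at 24 h, replicate 2 or 3 of the control at 12 h, or replicate 3 of the control at 24 h.
Of 33 neural and anterior genes listed before the data were examined, 5 were among the 134 genes, namely *Gbx2*, *Sox3*, *Nav2*, *Tubb3* and *Sox11* (Fisher's exact test, two-sided, adjusted p = 0.00039, over 40 tests). Of the 33, 24 were lower and 5 higher in *Nanog* KO cells at 0 h, and of the 134, 73 were lower and 21 higher. A list that starts lower in *Nanog* KO cells may thus be favoured by this test. This test and the exact tests below make no allowance for correlation between genes. The interaction of the whole neural list did not pass camera with an estimated correlation (adjusted p = 0.20). *Sox3*, a factor of neural progenitors, rose from 1.13 to 8.96 CPM in *Nanog* KO cells and was 12.7 and 9.40 CPM in control cells. The neuronal tubulin *Tubb3* rose from 16.4 to 50.6 CPM, and from 68.1 to 92.9 CPM in control cells. *Sox11* rose from 6.01 to 17.4 CPM, and was 61.4 and 53.4 CPM in control cells.
Endoderm genes also passed among the 134, with *Srgn*, *Amn*, *Dab2* and *Pdgfra* (Fisher's exact test, adjusted p = 0.0020), of which *Dab2* lies on chromosome 15. Formative and primed genes passed with *Lef1*, *Sox3* and *Sall2* (exact test, adjusted p = 0.011). Of 20 genes of RNA quality and stress, 6 had a positive interaction (7 when adjusted over the list alone; median 0.28; camera, adjusted p = 0.0035, and adjusted p = 0.21 with an estimated correlation).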

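*Tbx2* and *Mef2c* rose in control cells and not in *Nanog* KO cells, *Heyl* rose more in control cells, and *Hand2* was below the expression filter. *Tbx2* (ENSMUSG00000000093, chromosome 11 from 85832551 to 85841948 of GRCm38), a T-box factor of heart and limb, rose from 0.609 ± 0.0154 (SD, n = 2) to 3.42 ± 0.949 CPM (SD, n = 3) in control cells. In *Nanog* KO cells it was 0.693 ± 0.291 and 0.436 ± 0.114 CPM (SD, n = 3). Its interaction was -1.66 ± 0.25 (log2, SE; limma, adjusted p = 7.6e-05). *Mef2c*, a factor of muscle and heart, rose from 0.510 ± 0.156 to 1.60 ± 0.365 CPM in control cells, a change of 0.78 on the log2(CPM + 1) scale, with an interaction of -0.77 ± 0.24 (adjusted p = 0.023). *Heyl*, a target of Notch, was 0.228 and 1.55 CPM in control and 0.187 and 0.548 CPM in *Nanog* KO cells, with an interaction of -0.68 ± 0.23 (adjusted p = 0.032). *Hand2*, of heart and limb, had at least 1 CPM in 2 libraries and so was not tested. It stood at 1.12 ± 0.473 CPM in control cells at 24 h (14 to 40 reads per library) and at 0.0512 ± 0.0457 CPM in *Nanog* KO cells at 24 h (0 to 2 reads). *Nr0b1*, also shown in Fig. 1G, is an X-linked nuclear receptor of the pluripotency network. It rose in both genotypes, from 42.3 to 113 CPM in *Nanog* KO and from 43.8 to 140.3 CPM in control cells (interaction -0.27 ± 0.13, adjusted p = 0.13), and passed without replicate 3 of *Nanog* KO at 24 h (-0.36).
Of the 4 genes tested, 4 rose in control cells and 3 had a negative interaction. They were picked by the study on the same libraries and are not independent evidence. The *Mef2c* interaction did not pass without replicate 3 of *Nanog* KO at 24 h, of the control at 0 h or of the control at 24 h (-0.67 to -0.65). That of *Heyl* did not pass without replicate 2 of *Nanog* KO at 0 h, replicate 1 or 2 of *Nanog* KO at 24 h, replicate 2 of the control at 0 h, or replicate 2 or 3 of the control at 24 h (-0.68 to -0.55). With 0.1 CPM added in place of 1, neither passed (-1.56 and -1.23). *Tbx2* and *Heyl* were among the 155 genes that rose in control cells and by less than 0.5, or not at all, in *Nanog* KO cells, *Heyl* with a smaller rise in *Nanog* KO cells, but neither was with 0.1 CPM added, with edgeR or with DESeq2.
Mesoderm and streak genes did not pass as enriched among the 155 genes. Of 32 listed before the data were examined, 1 was among them, *Hand1* (Fisher's exact test, two-sided, adjusted p = 0.61). *Hand1* rose from 1.55 to 4.76 CPM in control cells, and *Nanog* KO cells held 29.2 CPM at 0 h and 22.7 CPM at 24 h. *Otx2*, a factor of the anterior epiblast and brain, rose from 7.12 ± 0.318 to 54.9 ± 2.08 CPM in control cells and held 44.5 ± 1.40 and 54.5 ± 9.13 CPM in *Nanog* KO cells. Of 27 genes of the 2-cell state and germline, *Hormad1*, *Mael* and *Rhox5* were among the 155 (exact test, adjusted p = 0.026). Of 36 fibroblast markers, 15 had a negative and 2 a positive interaction, or 15 and 3 when adjusted over the list alone (median -0.32; camera, adjusted p = 0.00071, and adjusted p = 0.42 with an estimated correlation).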

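The change over 24 h differed between the genotypes in part of the neural and anterior genes and in part of the mesoderm and streak genes, more often with a positive interaction, which is a larger rise or a smaller fall in *Nanog* KO cells. Of 33 neural and anterior genes, 13 had a positive and 5 a negative interaction (15 and 5 when adjusted over the list alone). Their median interaction was 0.44 (camera, adjusted p = 0.0033, and adjusted p = 0.20 with an estimated correlation). Of 32 mesoderm and streak genes, 17 had a positive and 6 a negative one, with the same counts when adjusted over the list alone. Their median was 0.63 (adjusted p = 0.0070, and adjusted p = 0.21 with an estimated correlation). In *Nanog* KO cells 18 neural genes rose and 5 fell, while in control cells 11 rose and 11 fell. Of the mesoderm genes, 17 fell and 4 rose in control cells, against 8 and 9 in *Nanog* KO cells.
Among neural genes, the Notch ligand *Dll1* rose from 3.48 ± 0.535 to 23.3 ± 0.912 CPM (SD, n = 3) in *Nanog* KO cells, and in control cells from 7.24 ± 0.305 (SD, n = 2) to 12.4 ± 1.37 CPM (SD, n = 3), an interaction of 1.75 ± 0.16 (SE; limma, adjusted p = 2.1e-07). The intermediate filament *Nes* fell in both, from 40.8 to 14.4 and from 163 to 53.7 CPM. Among streak genes, *T* fell from 61.0 to 5.16 CPM in control cells and was 1.76 and 1.16 CPM in *Nanog* KO cells. *Fgf8*, a growth factor of the streak, fell from 18.1 to 2.13 CPM in control cells and was at most 0.482 CPM on average in *Nanog* KO cells. *Cdx2*, a regulator of Hox genes, fell from 32.0 to 6.92 CPM in control cells and was 4.06 and 3.53 CPM in *Nanog* KO cells.
At 0 h, 24 neural genes were lower and 5 higher in *Nanog* KO than in control cells (median -0.83; camera, adjusted p = 0.080 with an estimated correlation), and 19 mesoderm genes lower and 7 higher (median -0.93; adjusted p = 0.22 with an estimated correlation). The interaction uses the same 0 h libraries. At 24 h the medians were -0.29 for the neural list (camera, adjusted p = 0.014, and adjusted p = 0.25 with an estimated correlation) and -0.50 for the mesoderm list (adjusted p = 0.072).
From the genes that rose in *Nanog* KO cells only, among them neural specifiers, and those that rose in controls only, among them mesoderm genes, the paper proposes that *Nanog* represses anterior and neural genes and promotes posterior and mesodermal ones as ES cells leave pluripotency.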

### RNA-seq data reveal *Pou3f1* as a primary target for repression by NANOG in gastrulating mouse embryos

To further explore the putative role of *Nanog* in neural anterior fate *in vivo*, we took advantage of published E6.5 embryo single-cell RNA-sequencing (scRNA-seq) data (Mohammed et al., 2017; Scialdone et al., 2016). E6.5 is the stage at which *Nanog* is re-expressed in the posterior part of the mouse embryo (Hart et al., 2004) and several genes including *Sox2* or *Pou3f1* are already restricted to the epiblast. We merged two single cell RNA-seq expression data sets and selected those single cells expressing Nanog above 0.4 cpm. The expression of all the genes with 0.4 cpm in at least four cells of at least two samples were adjusted with a linear mixed effect model to the expression of *Nanog* (Tables S1C, S1D). Next, we established the correlation of all expressed genes to that of *Nanog* (Fig. 2A; Tables S1C,D). These results confirmed our previous observations in cultured cells. Genes that correlated positively with *Nanog* were related to gastrulation and mesoderm formation, such as *Fgf8*, *Nodal* or *Eomes* (Fig. 2B; Table S1C). Genes that negatively correlated with *Nanog* include *Pou3f1* and other neural genes such as *Nav2* (Fig. 2B; Fig. S2A, Table S1D). Other early anterior genes, such as *Sox2*, did not show any correlation with *Nanog* levels (Fig. S2B), suggesting that *Nanog* might not have a broad impact on anterior specification, but rather has a specific effect on certain genes. Interestingly, among the negatively correlated genes we also found *Utf1* (Fig. 2B), a pluripotency associated gene that is restricted to the anterior region of the embryo during gastrulation and to extraembryonic tissues (Okuda et al., 1998). Enrichment analysis of the clustered genes matching the Jansen tissues gene set library (Chen et al., 2013; Kuleshov et al., 2016), allowed us to observe that negatively correlated genes included many genes related to neural development (spinal cord, frontal lobe), and with a lower z-score than endodermal tissues (gut, intestine) (Fig. S2C). Genes that positively correlate with *Nanog* expression included many genes related to mesodermal tissues (monocyte, B lymphoblastoid cell, bone) (Fig. S2D).

**Fig. 2.**
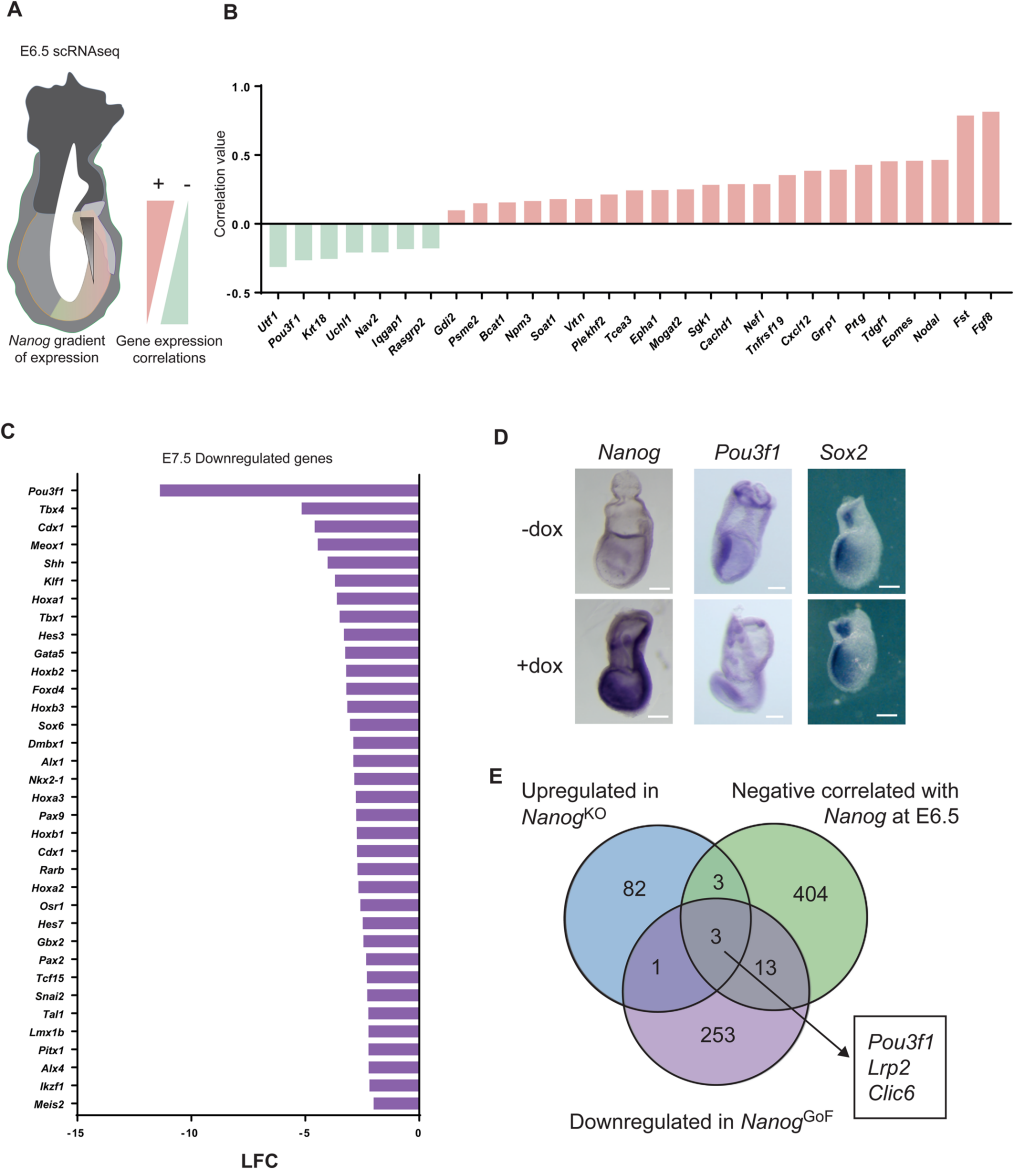
**Integration of different RNA-seq datasets to identify transcriptional targets of *Nanog*.** (A) Schematic representation of an E6.5 embryo indicating the diminishing levels of *Nanog* towards the distal region of the embryo by a black triangle. Red and green triangles represent the positive and negative correlations, respectively, between *Nanog* and any other given gene. (B) Correlation values of the genes that show the highest statistical correlation with *Nanog* (green, negative; red, positive) in two different mouse embryo single cell RNA-seq data sets (Mohammed et al., 2017; Scialdone et al., 2016). (C) List of the most downregulated genes in *Nanog^tg^* E7.5 embryos where expression of *Nanog* was induced (dox treated) as compared to controls (Lopez-Jimenez et al., 2019 preprint). Bars indicate the log fold change (LFC) of the differences in expression between *Nanog* induced and control embryos. (D) *In situ* hybridization for *Nanog*, *Pou3f1* and *Sox2* of *Nanog^tg^* embryos treated (+dox) or untreated (−dox) with doxycycline. *n*=5. Scale bars: 300 µm. (E) Venn diagram showing the intersection of the different RNA-seq datasets analyzed. In blue are all genes significantly upregulated upon *Nanog* loss of function in ES cells during transition to the primed state (this work); in green, genes that are negatively correlated with *Nanog* in embryo single cell RNA-seq (Mohammed et al., 2017; Scialdone et al., 2016)*;* and in purple, genes downregulated upon expression of *Nanog* in E7.5 embryos (Lopez-Jimenez et al., 2019 preprint). Genes found in all three groups are indicated.

We next addressed the effect of expressing *Nanog* throughout the early embryo when using an inducible tetON transgenic model (*Nanog*^tg^) in which *Nanog* expression is induced by the administration of doxycycline (dox) (Piazzolla et al., 2014). We analyzed bulk RNA-seq data of embryos where *Nanog* was induced from E4.5 to E7.5 and examined changes in gene expression using untreated females of the same genotype as controls (Lopez-Jimenez et al., 2019 preprint). In this dataset, many genes involved in the early aspects of embryo pattering, such as Hox genes, were downregulated (Lopez-Jimenez et al., 2019 preprint), but the most strongly downregulated gene when *Nanog* was expressed throughout the early embryo was *Pou3f1* (Fig. 2C)*.* The expression of other anterior neural genes, for example *Sox2*, *Hesx1* or *Zic3*, was not changed. We confirmed these observations by wholemount *in situ* hybridization of treated and untreated E7.5 *Nanog*^tg^ embryos. Induction of *Nanog* led to a partial downregulation of *Pou3f1* in the anterior epiblast of treated embryos, while expression of *Sox2* was unchanged (Fig. 2D). Interestingly, when *Nanog^tg^* embryos were recovered at E9.5 after treatment with dox from E6.5, they presented craniofacial defects (white arrowheads) that might be a direct consequence of the deregulation of yet to be identified *Nanog* target genes (Fig. S2E).

We merged the data from these previous transcriptomic analysis, finding for example that genes whose expression positively correlated with that of *Nanog* in E6.5 single cells and that were upregulated in dox-treated *Nanog*^tg^ embryos were mostly related to early gastrulation and mesoderm specification, such as *Eomes*, *Fgf8*, *Tdgf1* (*Cripto*) or *Mixl1*. However, only three genes were shared by those upregulated in *Nanog* KO ES cells during early differentiation, genes having a significant negative correlation with *Nanog* in E6.5 single cell transcriptomics, and that were downregulated in E7.5 *Nanog* gain-of-function embryos: *Pou3f1*, *Lrp2* and *Clic6* (Fig. 2E). 

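*Pou3f1*, *Lrp2* and *Clic6* all rose in *Nanog* KO ES cells from 0 to 24 h and were higher there than in control cells at 12 and 24 h. *Pou3f1* and *Lrp2* also rose in control cells, by less, and *Clic6* did not. *Pou3f1* (ENSMUSG00000090125, chromosome 4 from 124656807 to 124660655 of GRCm38, a gene on the plus strand) rose from 8.60 ± 0.795 to 43.4 ± 4.86 and 106 ± 15.9 CPM (SD, n = 3) in *Nanog* KO cells. In control cells it was 17.2 ± 4.34 CPM (SD, n = 2) at 0 h, 19.2 ± 1.71 at 12 h and 73.9 ± 13.6 CPM at 24 h (SD, n = 3). *Nanog* KO cells thus held less *Pou3f1* at 0 h (log2 fold change -0.91 ± 0.15, SE; limma, adjusted p = 6.5e-05) and more at 12 h (1.13 ± 0.14, adjusted p = 1.5e-06) and 24 h (0.51 ± 0.14, adjusted p = 0.0045). The rise over 24 h was 3.47 ± 0.14 in *Nanog* KO and 2.05 ± 0.15 in control cells.
*Lrp2* (ENSMUSG00000027070, chromosome 2 from 69424340 to 69586065), the endocytic receptor megalin, rose from 62.5 ± 7.05 to 444 ± 43.6 CPM in *Nanog* KO and from 38.9 ± 2.25 to 148 ± 8.58 CPM in control cells. Its interaction was 0.91 ± 0.11 (adjusted p = 7.2e-06). *Cubn*, which encodes the partner of megalin in endocytosis, rose from 11.0 ± 1.10 to 235 ± 32.1 CPM in *Nanog* KO cells, with 3.13 CPM in control cells at 24 h, and *Amn*, the anchor of cubilin, from 4.56 to 28.5 CPM. Both belong to the endoderm list, of which 23 genes were higher and 2 lower in *Nanog* KO cells at 24 h. *Clic6* (ENSMUSG00000022949, chromosome 16 from 92485736 to 92541243), a chloride channel gene, rose from 2.34 ± 0.393 to 12.3 ± 1.26 CPM in *Nanog* KO cells and was 3.46 ± 0.0178 and 2.96 ± 1.049 CPM in control cells. Of the 3 genes, *Clic6* was among the 134 genes that rose in *Nanog* KO cells and stayed level in control cells. They were chosen by the study partly on these libraries, so their direction here is not independent evidence. Its interaction was 2.20 ± 0.26 (adjusted p = 4.8e-06).
The embryo data were not analysed here.

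**Figure D5:**
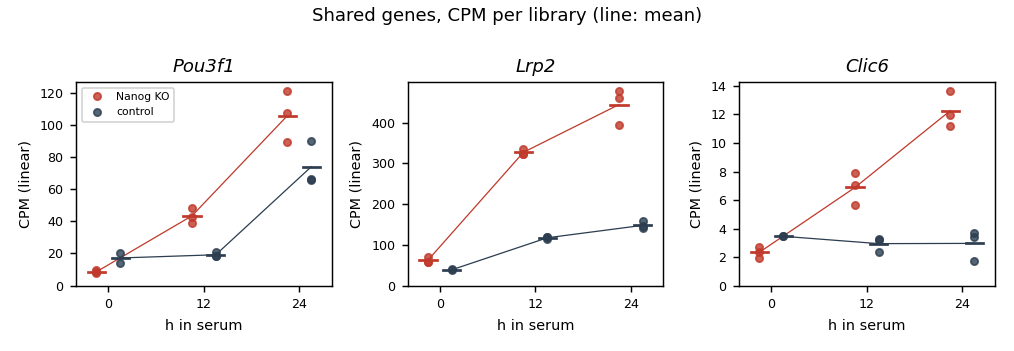
CPM of *Pou3f1*, *Lrp2* and *Clic6* on a linear axis against hours in serum, 1 point per library (3 per group, 2 for the control at 0 h), with means as short bars. *Pou3f1* is at 8.60 CPM in *Nanog* KO (red) and 17.2 CPM in control cells (dark) at 0 h, and at 106 and 73.9 CPM at 24 h.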

Interestingly, *Lrp2* and *Clic6* are expressed in primitive endoderm and late derivatives (Gerbe et al., 2008; Sherwood et al., 2007), which are lineages in which *Nanog* has a well-defined negative regulatory role (Chazaud et al., 2006; Dietrich and Hiiragi, 2007; Yamanaka et al., 2010). Therefore, *Pou3f1* is a prime candidate to be a direct target of *Nanog*, mediating its role in suppressing anterior epiblast fate.

### *Nanog* expression impairs neural differentiation *in vitro*

To confirm whether *Nanog* is blocking anterior fate progression, we derived ES cells from the *Nanog*^tg^ line and differentiated them towards anterior neural fate (Gouti et al., 2014, 2017), culturing them with or without dox for up to 6 days. Analysis of gene expression by RT-qPCR showed that upon induction of *Nanog*, neural specification genes (*Pou3f1*, *Sox1*, *Pax6* and *Otx2*) were not upregulated during the differentiation process to the same extent as in control-treated cells. *Sox2*, which has roles both in pluripotency and in early neural development, showed a similar pattern of expression by qPCR in both *Nanog*^tg^ +dox and −dox (Fig. 3A). Immunofluorescence of TUJ1, revealed lack of differentiation at a protein level in the differentiation of *Nanog*^tg^ cells treated with dox (Fig. 3B). When cells were differentiated towards a more posterior neural fate by treatment with high doses of retinoic acid (Gouti et al., 2014, 2017), differences in the expression of neural markers were less marked, although following a similar trend (Fig. S3). We also observed a reduction in the expression of *Hoxa1*, a marker for posterior neural (hindbrain) fate (Fig. S3), in line with recent findings (De Kumar et al., 2017; Lopez-Jimenez et al., 2019 preprint). These results indicate that during neural differentiation, *Nanog* prevents the upregulation of genes important for neural specification.

**Fig. 3.**
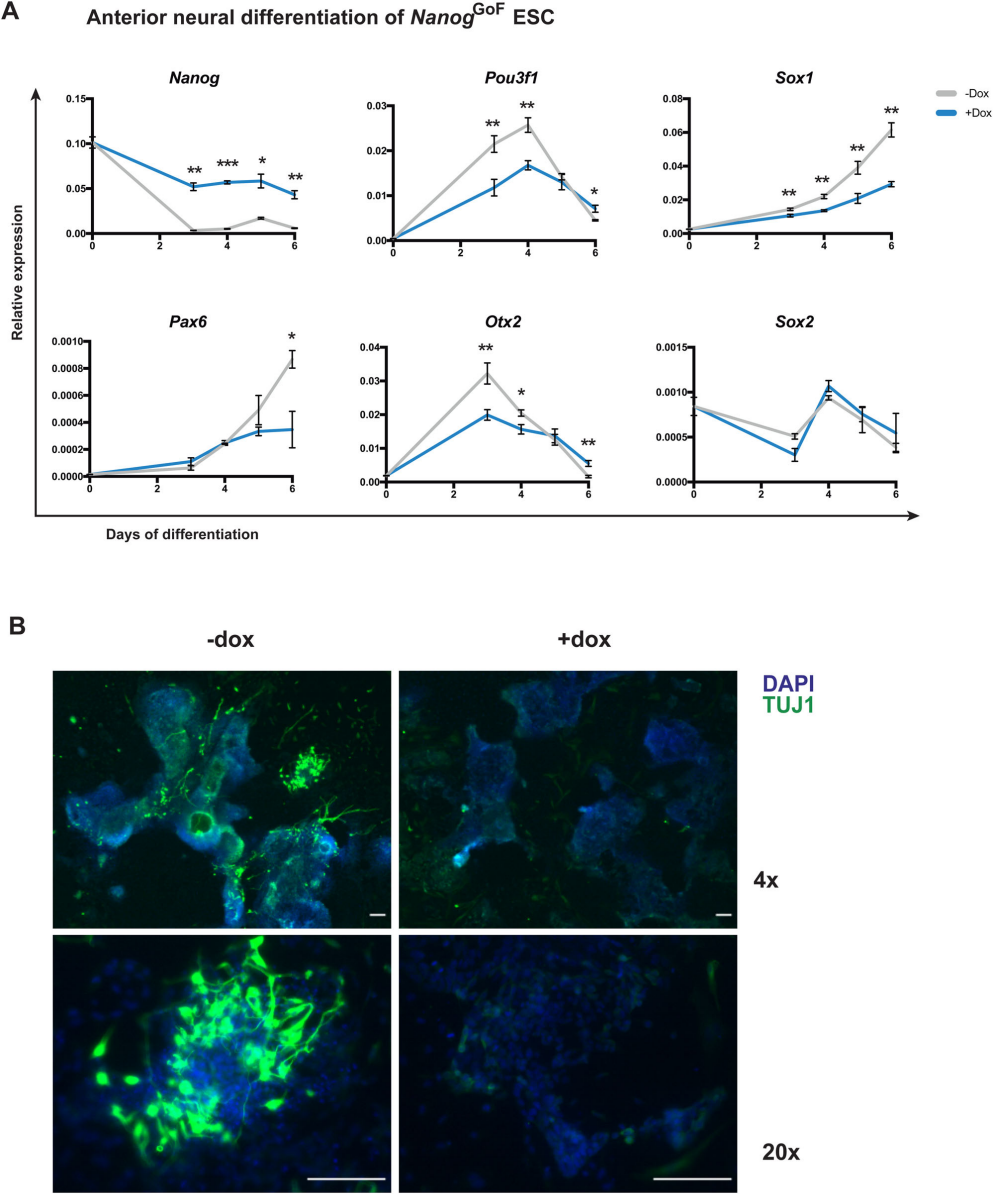
***Nanog* impedes anterior neural differentiation of ES cells.** (A) Expression of selected neural markers, as measured by RT-qPCR, during 6 days of differentiation to anterior neural fate of *Nanog^tg^* ES cells with (+dox, blue) or without (−dox, gray) doxycycline. *n*=3 at each time point; *P<0.01; **P<0.001; ***P<0.0001, by Student's *t*-test. (B) Immunofluorescence at day 6 of anterior neural differentiation of *Nanog^tg^* ES cells with (+dox) or without (−dox) showing nuclei stained with DAPI in blue, and TUJ1 in green. Scale bars: 100 µM.

### A distal NANOG-binding element represses *Pou3f1* expression in the posterior epiblast

The evidence presented so far suggests that *Pou3f1* is likely a direct transcriptional target of NANOG during anterior-posterior axis specification in the epiblast. To explore this possibility, we analyzed published ChIP-seq data for NANOG binding in ES and epiblast-like cells (EpiLCs) (Murakami et al., 2016). This work describes a broad resetting of NANOG-occupied genomic regions in the transition from ES cells to EpiLCs, resembling the developmental progress from the naïve inner cell mass of the blastocyst to the primed epiblast at gastrulation. We examined the *Pou3f1* locus and identified three prominent regions of NANOG binding at 11.5 and 9 kilobases (kb) upstream and 9 kb downstream from the transcription start site. Interestingly, NANOG binds these regions in EpiLC but not in ES cells, suggestive of a specific input of *Nanog* on *Pou3f1* in the epiblast but not at earlier pluripotent stages (Fig. 4A).

**Fig. 4.**
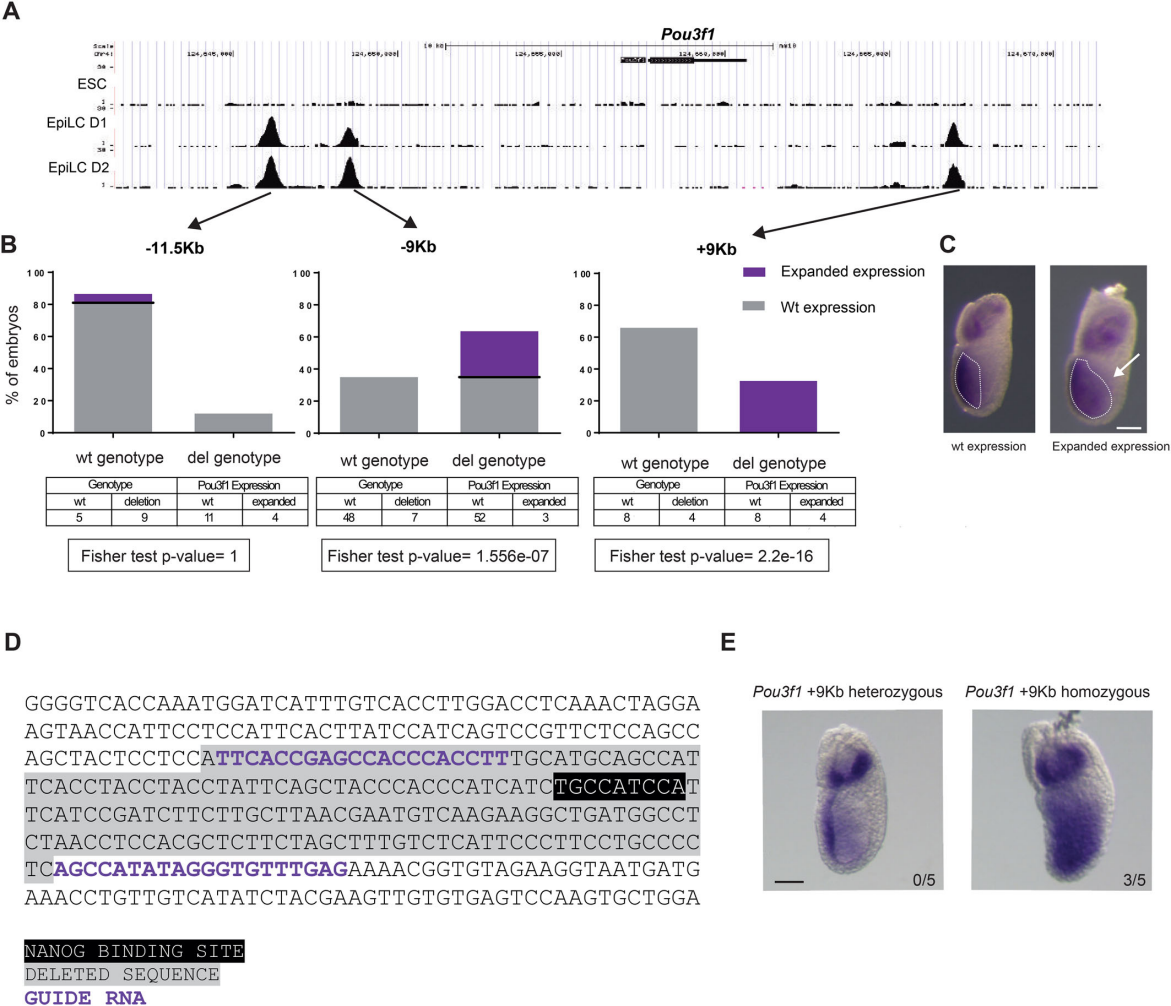
**Deletion of a NANOG bound region in the *Pou3f1* locus expands its expression in the posterior epiblast.** (A) *Pou3f1* genomic region on chromosome 4 showing binding of NANOG as determined by ChIP-seq in ES cells (ESC) or EpiLC after one (D1) or two (D2) days of differentiation D2. Data was obtained from Murakami et al. (2016). (B) Percentage of embryos without (wild-type genotype) or with the expected deletion (del. genotype) recovered at E6.5 after microinjection of Cas9 and pairs of sgRNAs targeting each of the three NANOG bound regions in the *Pou3f1* locus (−11.5 kb, −9 kb, +9 kb). In gray, percentage of embryos showing a normal expression pattern of *Pou3f1* (wild-type phenotype) and in blue those showing expansion of expression in the posterior region of the epiblast (expanded expression phenotype). Below, Fisher’s exact test *P*-value for differences of expression patterns (phenotypes) between genotypes. (C) *In situ* hybridization for *Pou3f1* in E6.5 embryos showing the normal expression pattern (wild-type phenotype) and the extended expression in the posterior epiblast (white arrow) due to the deletion by transient transgenics of the +9 kb NANOG-bound genomic region (expanded expression phenotype). The extent of *Pou3f1* expression is indicated by a dashed white line. (D) Sequence of the +9 kb NANOG-bound genomic region from *Pou3f1* (mm10, chr4:124,666,818-124,667,185). gRNAs are shown in blue, the consensus NANOG binding motif in black, and the region deleted in the stable +9 kb deletion mouse line in grey. (E) *In situ* hybridization for *Pou3f1* in heterozygous (left) and homozygous (right) E6.5 embryos from the +9 kb deletion mouse line. White arrowhead indicates the posterior expansion in expression observed in homozygote embryos. The number of embryos showing an expansion of *Pou3f1* expression is indicated for each genotype. Scale bars (C,E): 300 µm.

We hypothesized that the deletion of the NANOG bound regions would de-repress *Pou3f1* and therefore expand its expression domain towards the posterior region of the embryo at E6.5. To investigate this hypothesis, we separately deleted each of the three NANOG bound regions we identified at the *Pou3f1* locus by CRISPR/Cas9 genome editing in a transient transgenic embryo assay. Embryos microinjected with Cas9-gRNAs ribonucleoproteins were recovered at E6.5, processed for wholemount *in situ* hybridization, and subsequently genotyped for the expected deletion (Fig. S4). This assay showed that only deletion of the +9 kb downstream region caused a reproducible change in *Pou3f1* expression, consisting in a posterior expansion of its expression domain in the epiblast (Fig. 4B,C). To further confirm this observation, we generated a stable mouse line carrying the deletion of the +9 kb NANOG bound region (Fig. 4D). Mice homozygous for the deletion were viable and fertile, which was not completely unexpected as homozygous null *Pou3f1* mice survive up to birth (Bermingham et al., 1996). We crossed mice heterozygous and homozygous for the deletion and compared littermates for the expression of *Pou3f1* by wholemount *in situ* hybridization. We observed that three out of five homozygous embryos presented a phenotype of posterior expansion while none of the heterozygous embryos did so (Fig. 4E). These results show that the +9 kb NANOG bound region is important for the restriction of *Pou3f1* expression to the anterior epiblast.

## DISCUSSION

The transition from pluripotency towards early differentiation that occurs during the initial stages of mammalian embryonic development can be recapitulated *in vitro*, at least partially, under defined culture conditions (Hackett and Surani, 2014; Nichols and Smith, 2009). This provides an opportunity to study and follow different pluripotent states, as cells move from the naïve or ground state, equivalent to the epiblast of the blastocyst, to a primed state that more closely resembles the early post-implantation embryo, where first lineage decisions take place (Yang et al., 2019). The role of a core set of transcription factors (that includes OCT4, NANOG or SOX2) controlling the establishment and maintenance of embryonic pluripotency has been extensively studied (Chambers and Tomlinson, 2009). Moreover, recent studies indicate that these same factors can play important roles in regulating the exit from pluripotency towards committed states (Festuccia et al., 2013) as well as later developmental decisions in the embryo (Aires et al., 2016; Lopez-Jimenez et al., 2019 preprint; Sainz de Aja et al., 2019).

In this work, we sought to capture the first steps in the differentiation of naïve ES cells to assess the role of *Nanog* in the exit from pluripotency. We observed that globally, *Nanog* represses the differentiation of the anterior fate while promoting posterior differentiation. In an effort to identify direct transcriptional targets of NANOG in this process, we merged three sets of data: transcriptomic data from naïve-to-primed differentiation of *Nanog* mutant ES cells; single-cell RNA-seq data from E6.5 embryos (Mohammed et al., 2017; Scialdone et al., 2016); and transcriptional analysis of the forced expression of *Nanog* in E7.5 embryos (Lopez-Jimenez et al., 2019 preprint). Only three genes were identified that met the requirements to be negatively regulated by *Nanog* (upregulated during differentiation of *Nanog* KO cells, negatively correlated with *Nanog* in scRNA-seq data, and downregulated upon *Nanog* expression in embryos). Two of them, *Lrp2* and *Clic6*, are most prominently expressed in the primitive endoderm and later in other endoderm derivatives (Nowotschin et al., 2019), and in fact LRP2 had been previously identified as a marker of primitive endoderm precursors of the blastocyst (Gerbe et al., 2008). This fits well with the known role of *Nanog* in the epiblast/primitive endoderm decision occurring in the preimplantation embryo (Bassalert et al., 2018; Frankenberg et al., 2011) and suggests that *Lrp2* and *Clic6* could be directly repressed by NANOG in epiblast cells of the blastocyst.

The third gene identified as a potential NANOG target is *Pou3f1*. This gene encodes a POU family transcription factor, initially expressed throughout the epiblast of E6.5 embryos and later restricted to the anterior epiblast at E7.5 and afterwards, to the anterior neural tube (Iwafuchi-Doi et al., 2012; Zwart et al., 1996). *Pou3f1* has also been shown to drive the progression of neural differentiation both in ES cells and in epiblast like stem cells (EpiLCs) through the activation of intrinsic neural lineage genes such as *Sox2* or *Pax6* (Song et al., 2015; Zhu et al., 2014). *Pou3f1* is strongly downregulated in embryos in which we induce the expression of *Nanog*, and we observe the same in ES cells differentiated towards neural fates. Interestingly, this effect is more pronounced when ES cells are directed to anterior/forebrain identities rather than posterior/hindbrain fates (Gouti et al., 2014; 2017), resembling the dynamics of *Pou3f1* expression in the developing neural tube (Zwart et al., 1996).

Analysis of published ChIP-seq data in ES and EpiL cells (Murakami et al., 2016) allowed us to identify three genomic regions that could be mediating the transcriptional repression of *Pou3f1* by NANOG. It is noteworthy that these sites are not bound in ES cells but only in EpiLCs, indicating that NANOG is not simply repressing *Pou3f1* as part of the core pluripotency program, but involved in fine-tuning the timing of its expression once differentiation programs are initiated at the primed state. We detected expansion of *Pou3f1* expression to the posterior epiblast only when the +9 kb region was deleted. However, this does not rule out a possible input of the other two regions (−11.5 kb and −9 kb); had all three regions been deleted in the same embryo, we might have observed a more robust de-repression of *Pou3f1*.

The results we describe here, together with our previous observations regarding the function of *Nanog* in primitive hematopoiesis (Sainz de Aja et al., 2019), suggest that *Nanog* has an active role in the primed epiblast as a brake for ongoing lineage determination. Apparently, this occurs through well-known neural (*Pou3f1*) or mesodermal (*Tal1*; Sainz de Aja et al., 2019) specifiers, but it is tempting to speculate, based on our observations for *Lrp2* and *Clic6*, that it is also occurring in endodermal lineages. Only when *Nanog* expression is extinguished, transcriptional repression of these epiblast-specific targets lifted, and differentiation allowed to proceed. Understanding the regulatory mechanism that controls the re-expression of *Nanog* in the epiblast (Hart et al., 2004) and how it is definitively silenced will allow us to better understand how pluripotency is dismantled and how particular lineage specific programs come to be deployed.

## MATERIALS AND METHODS

### ES cell culture and differentiation

ES cells were maintained in serum-free conditions with Knockout serum replacement (Thermo Fisher Scientific), LIF (produced in-house), and 2i (CHIR-99021, Selleckchem; and PD0325901, Axon) over inactive mouse embryonic fibroblast (MEFs). The *Nanog*^KO^ (BT12) and their parental wild-type control (E14Tg2a) ES cells were kindly provided by Ian Chambers (MRC Centre for Regenerative Medicine, Edinburgh) and Austin Smith (Wellcome-MRC Cambridge Stem Cell Institute) (Chambers et al., 2007). The *Nanog* gain-of-function ES cells were derived from the *Nanog/rtTA* mouse line following standard procedures (Nagy et al., 2014). Karyotyping of the obtained lines was performed by the Pluripotent Cell Technology Unit at CNIC.

*Nanog*^tg^ ES cells were differentiated to anterior (forebrain) or posterior (hindbrain) neural lineages as described (Gouti et al., 2014, 2017). Cells were grown in N2B27 media supplemented with 10 ng/ml bFgf (R&D) for the first 3 days (d1–d3), and then from day 3 to 6 in N2B27 without growth factors for forebrain differentiation, or in N2B27 supplemented with 10 nM retinoic acid for hindbrain differentiation. A Tuj1 monoclonal antibody (Promega #G7121, dilution 1:100) was used to assess neuronal differentiation. All cell lines have been tested for contamination at the CNIC Cell Culture Unit.

### RNA-seq

RNA from *Nanog^KO^* ES cells and their parental line was extracted using the RNeasy Mini Kit (Qiagen) and then reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Library preparation (New England Biolabs Nest Ultra RNA library prep Kit) and single read next generation sequencing (Illumina HiSeq 2500) were performed at the Genomics Unit at Centro Nacional de Investigaciones Cardiovasculares (CNIC).

Sequencing reads were processed by means of a pipeline that used FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) to asses read quality, and Cutadapt v1.3 (Martin, 2011) to trim sequencing reads, eliminating Illumina adaptor remains and to discard reads that were shorter than 30 bp. The resulting reads were mapped against the mouse transcriptome (GRCm38 assembly, Ensembl release 76) and quantified using RSEM v1.2.20 (Li and Dewey, 2011). Raw expression counts were processed with an analysis pipeline that used Bioconductor packages EdgeR (Robinson et al., 2010) for normalization (using TMM method) and differential expression testing, and ComBat (Johnson et al., 2007) for batch correction. Only genes expressed at a minimal level of 1 count per million, in at least three samples, were considered for differential expression analysis. Changes in gene expression were considered significant if their Benjamini and Hochberg adjusted *P*-value (FDR) was lower than 0.05.

RNA-seq data is available at the Gene Expression Omnibus (GEO) database under accession number GSE138818.

### Bioinformatic analysis

Two data sets from different mouse embryo single cell RNA-seq experiments (Mohammed et al., 2017; Scialdone et al., 2016) were normalized by quantiles and batch corrected. After merging the two datasets, genes with zero-variance were eliminated and counts were log2 transformed and scaled. Then, datasets were normalized using the quantiles method and batch corrected. Single cell clustering patterns were visualized after dimensionality reduction with the R package Rtsne. For correlation of genes with *Nanog* we used the slope of the line adjusted to the points per sample. For plotting we used ggPlot package from R. We separated the plots by sample. Statistical analysis was developed in R. RNA-seq data from E7.5 *Nanog^tg^* embryos was previously described (Lopez-Jimenez et al., 2019 preprint). The intersection analysis of the genes coming from different RNA-seq datasets was performed with the web tool from Bioinformatics and Evolutionary Genomics (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### RT-qPCR assays

RNA was isolated from ESCs using the RNeasy Mini Kit (Qiagen) and then reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). cDNA was used for quantitative-PCR (qPCR) with Power SYBR^®^ Green (Applied Biosystems) in a 7900HT Fast Real-Time PCR System (Applied Biosystems). Primers for qPCR detailed in Table S2.

### Transgenic analysis and mouse models

For the generation of transgenic embryos, 7-week-old F1 (C57Bl/6xCBA) females were superovulated to obtain fertilized oocytes as described (Nagy et al., 2014). Viable one-cell embryos were microinjected into the pronucleus with commercially available Cas9 protein (30 ng/µl; PNABio) and guide RNAs (sgRNA; 25 ng/µl; Sigma-Aldrich). All those components were previously hybridized in solution to generate ribonucleoprotein complexes. First, we incubated 100 ng/µl of trans-activating crRNA (tracrRNA) and sgRNA for 5 min at 95°C and then for 10 min at room temperature (RT). We then incubated the sgRNAs with the Cas9 for 15 min at RT and stored at 4°C. Injection buffer consisted of Tris 50 nM pH7.4, EDTA 1 nM, H_2_O embryo tested and was filtered through a 0.22 um filter. After injection, embryos were cultured in M16 (Sigma-Aldrich) covered with mineral oil (Nid Oil, EVB) up to the two-cell stage. Living embryos were then transferred into a pseudopregnant CD1 female, previously crossed with a vasectomized male. Embryos were recovered at E6.5 for further analysis, or allowed to progress in order to establish a stable line carrying the deletion of the +9 kb region. sgRNA were designed with an online tool (http://crispr.mit.edu/). Details of the sequences for the sgRNAs and primers used for genotyping are shown in Table S2.

We obtained the *Nanog/rtTA* mouse line (*R26-M2rtTA;Col1a1-tetO-Nanog*) (Piazzolla et al., 2014) from Manuel Serrano (CNIO, Madrid) and Konrad Hochedlinger (Harvard Stem Cell Institute). This is a double transgenic line that carries the *M2-rtTA* gene inserted at the *Rosa26* locus and a cassette containing *Nanog* cDNA under the control of a doxycycline-responsive promoter (tetO) inserted downstream of the *Col1a1* locus. Mice were genotyped by PCR of tail-tip DNA as previously described (Hochedlinger et al., 2005; Piazzolla et al., 2014).

All mice used in this work were housed and maintained in the animal facility at the Centro Nacional de Investigaciones Cardiovasculares (Madrid, Spain) in accordance with national and European Legislation. Procedures were approved by the CNIC Animal Welfare Ethics Committee and by the Area of Animal Protection of the Regional Government of Madrid (ref. PROEX 196/14).

### *In situ* hybridization

Embryos were collected in cold PBS, transferred to 4% PFA, and fixed overnight at 4°C. After washing, embryos were dehydrated in increasing concentrations of PBS-diluted methanol (25%, 50%, 75% and 2X 100%). *In situ* hybridization in wholemount embryos was performed as previously described (Acloque et al., 2008; Ariza-McNaughton and Krumlauf, 2002). Signal was developed with anti-digoxigenin-AP (Roche) and BM-Purple (Roche). Images were acquired with a Leica MZ-12 dissecting microscope. Primers used for the generation of probes are detailed in Table S2. The expansion of *Pou3f1* expression into posterior territories was scored on images of embryos after wholemount *in situ*. For this, embryos were divided vertically by an imaginary line that separated anterior from posterior halves of the epiblast. If *Pou3f1* expression extended into the posterior half, it was scored as a phenotype.

### Statistical analysis

Statistical analysis was performed with the use of two-tailed Student's unpaired *t*-test analysis (when the statistical significance of differences between two groups was assessed). Fisher’s exact test was performed for analysis of contingency tables containing the data of the deleted genotypes and expanded phenotypes. Prism software version 7.0 (GraphPad Inc.) was used for representation and statistical analysis. Enriched functional categories in the mouse gene atlas score was calculated using Enrichr (Chen et al., 2013; Kuleshov et al., 2016).

## Supplementary Material

Supplementary information

# Supplementary material for: Nanog regulates Pou3f1 expression at the exit from pluripotency during gastrulation
**Source:** Biol Open. 2019 Dec 2;8(11):bio046367. doi: 10.1242/bio.046367
**Supplement:** Supplementary information

Supplementary Figures

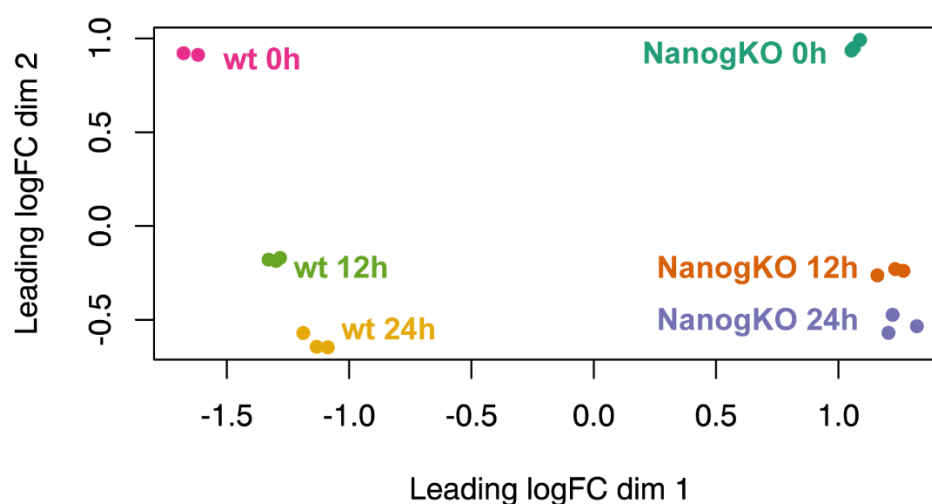

Fig. S1: Principal Component Analysis of the RNA-seq samples of early naïve to primed differentiation of Nanog KO and control ES cells. Component 1 (horizontal axis, 43% of variability explained) separates samples according to their genotype, while component 2 (vertical axis, 26% of variability explained) separates samples by time of differentiation (from 0h to 24h).

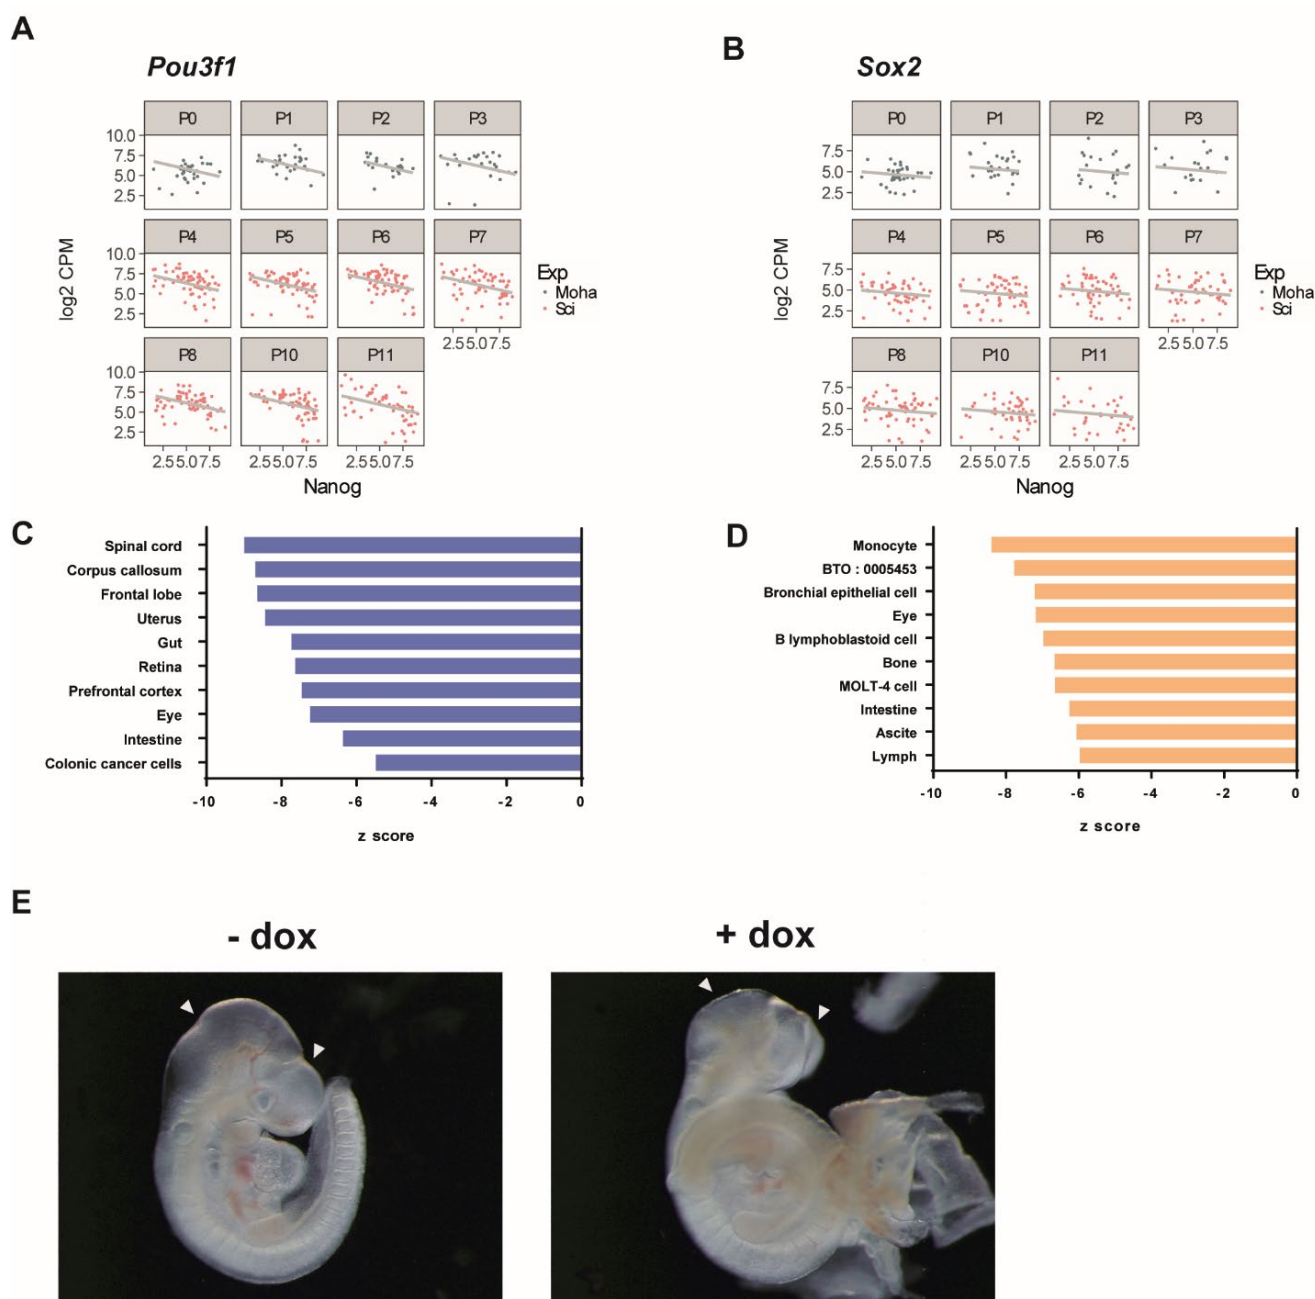

Fig. S2. Combined analysis of the RNA-seq datasets. (A, B) Graphic representation of the correlation in separate single cell E6.5 embryo RNA-seq samples (P0 to P11) from Mohammed et al (2017), in blue, and Scialdone et al. (2016), in red, of *Nanog* with *Pou3f1* (A) and *Sox2* (B). Expression values are expressed in Log2CPM. (C, D) Enrichr results of Jansen Tissue Gene set library for genes whose expression is negatively (C) or positively (D) correlated with *Nanog* in E6.5 single cell RNA-seq datasets. (E) Bright field images of freshly dissected E9.5 *Nanog^{tg}* embryos treated (+dox) or untreated (-dox) with doxycycline from E6.5. White arrows indicate the craniofacial defects observed upon *Nanog* expression. Scale bar, 500 μ m.

Posterior neural differentiation of *Nanog*^{GoF} ESC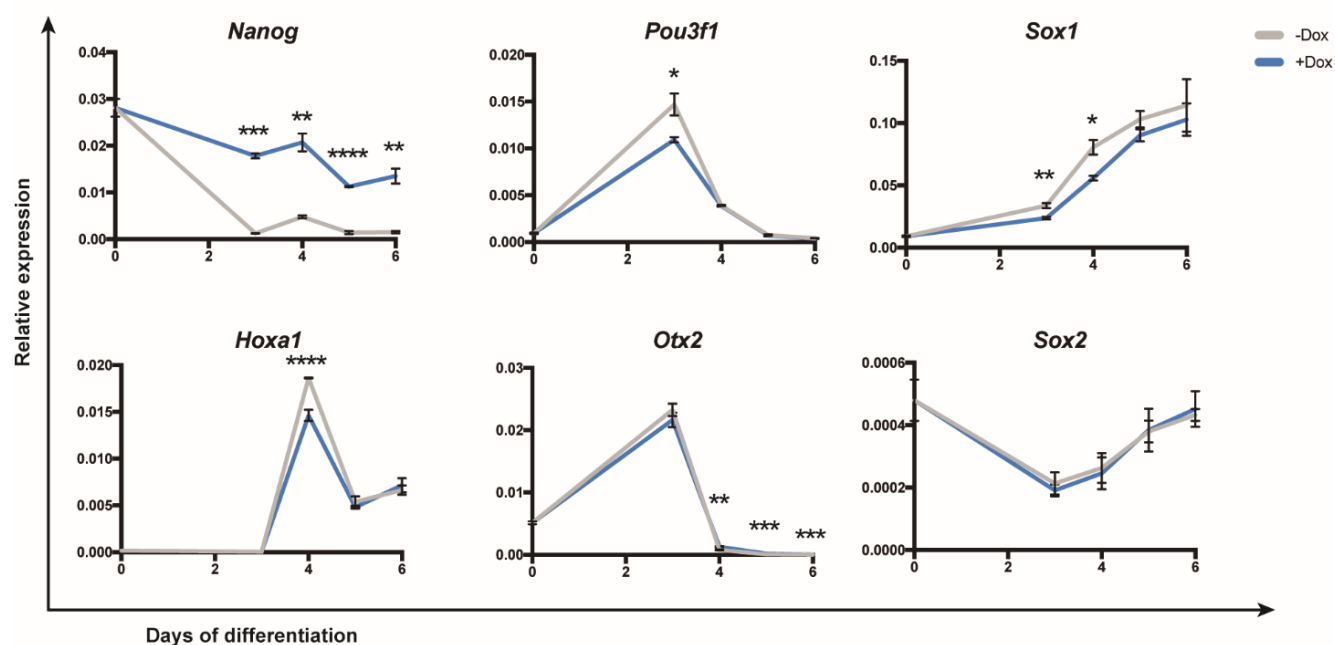

Fig. S3. Expression of selected markers during posterior neural differentiation of ES cells. Expression of *Nanog* and neural markers, as quantified by RT-qPCR, during 6 days of differentiation to posterior neural fate of *Nanog*^{tg} ES cells with (+dox, blue) or without (-dox, gray) doxycycline. n=3 at each time point; *, p<0.01; **, p<0.001; ***, p<0.0001, ****, p<0.00001, by student's t-test.

A**-9Kb locus**

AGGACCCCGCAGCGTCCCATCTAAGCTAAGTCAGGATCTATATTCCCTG
 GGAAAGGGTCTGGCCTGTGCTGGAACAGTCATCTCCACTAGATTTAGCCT
 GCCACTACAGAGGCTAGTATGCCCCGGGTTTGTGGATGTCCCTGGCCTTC
 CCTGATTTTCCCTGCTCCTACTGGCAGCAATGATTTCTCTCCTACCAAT
 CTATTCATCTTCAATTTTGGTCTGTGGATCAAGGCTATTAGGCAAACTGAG
 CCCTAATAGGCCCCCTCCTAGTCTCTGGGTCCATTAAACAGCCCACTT
 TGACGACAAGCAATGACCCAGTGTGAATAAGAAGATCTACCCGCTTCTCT
 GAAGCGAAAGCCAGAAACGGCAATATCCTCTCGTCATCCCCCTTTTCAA
 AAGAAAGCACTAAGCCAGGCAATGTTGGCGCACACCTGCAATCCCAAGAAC
 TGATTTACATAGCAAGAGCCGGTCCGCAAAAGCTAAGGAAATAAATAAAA
 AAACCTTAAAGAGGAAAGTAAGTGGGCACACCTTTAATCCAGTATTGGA

-9Kb PCR gel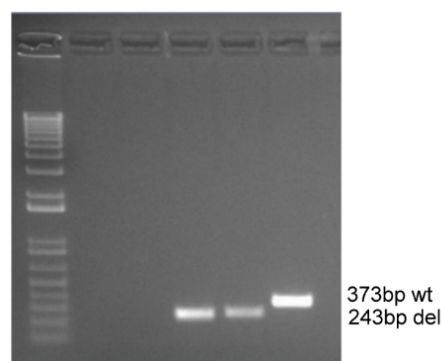**B****-11.5Kb locus**

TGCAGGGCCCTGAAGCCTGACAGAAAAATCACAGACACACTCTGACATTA
 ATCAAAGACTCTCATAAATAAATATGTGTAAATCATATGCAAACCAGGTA
 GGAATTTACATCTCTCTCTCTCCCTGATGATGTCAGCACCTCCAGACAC
 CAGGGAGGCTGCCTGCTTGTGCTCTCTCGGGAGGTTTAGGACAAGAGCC
 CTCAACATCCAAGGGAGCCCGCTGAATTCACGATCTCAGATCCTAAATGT
 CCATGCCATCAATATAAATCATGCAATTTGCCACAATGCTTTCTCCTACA
 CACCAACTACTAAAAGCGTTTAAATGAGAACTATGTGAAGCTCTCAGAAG
 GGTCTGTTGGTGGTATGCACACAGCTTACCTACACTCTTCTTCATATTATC
 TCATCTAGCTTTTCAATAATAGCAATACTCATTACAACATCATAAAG
 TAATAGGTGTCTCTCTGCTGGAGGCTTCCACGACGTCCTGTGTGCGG
 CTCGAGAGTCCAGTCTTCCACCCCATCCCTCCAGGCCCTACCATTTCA
 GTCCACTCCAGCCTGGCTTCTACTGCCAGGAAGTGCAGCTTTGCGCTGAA
 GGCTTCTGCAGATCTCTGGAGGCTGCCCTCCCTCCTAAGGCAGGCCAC
 AAGTGTGGAGAGTCAGCCCCCAGCAGAGA

-11.5Kb PCR gel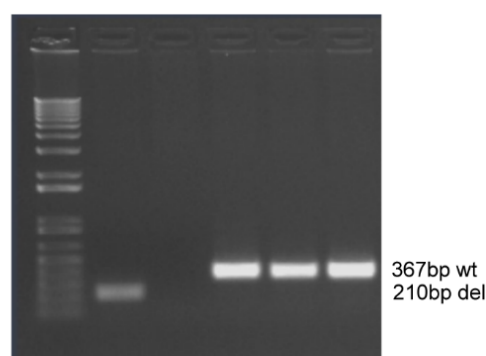**C****+9Kb locus**

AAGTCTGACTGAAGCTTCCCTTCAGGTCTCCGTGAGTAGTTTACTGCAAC
 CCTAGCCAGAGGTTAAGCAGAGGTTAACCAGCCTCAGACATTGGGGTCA
 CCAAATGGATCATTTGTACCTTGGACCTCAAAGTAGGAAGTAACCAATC
 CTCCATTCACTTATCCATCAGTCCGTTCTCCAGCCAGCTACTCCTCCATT
 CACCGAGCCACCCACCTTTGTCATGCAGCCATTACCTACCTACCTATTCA
 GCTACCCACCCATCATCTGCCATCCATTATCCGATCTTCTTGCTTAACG
 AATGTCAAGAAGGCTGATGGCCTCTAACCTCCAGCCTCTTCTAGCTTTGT
 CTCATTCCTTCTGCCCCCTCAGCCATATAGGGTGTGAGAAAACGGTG
 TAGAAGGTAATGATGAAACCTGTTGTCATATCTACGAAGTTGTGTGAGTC
 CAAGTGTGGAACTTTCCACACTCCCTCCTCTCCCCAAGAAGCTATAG
 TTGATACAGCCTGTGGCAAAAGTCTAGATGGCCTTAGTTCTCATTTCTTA
 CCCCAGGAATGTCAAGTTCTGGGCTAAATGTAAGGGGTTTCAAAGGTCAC

+9Kb PCR gel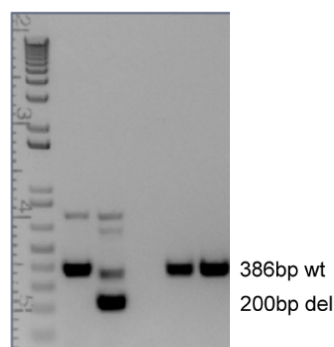**PCR PRIMERS   GUIDE RNA**

Fig. S4: Deletion of NANOG bound genomic regions from the *Pou3f1* locus. Sequence (right) of the genomic regions (A, -9kb; B, -11.5kb; C, +9kb) from the *Pou3f1* locus showing NANOG binding as determined by ChIP-seq by from Murakami et al. (2016), and PCR genotyping of single embryos (left) showing the wild type and the corresponding deleted bands by gel electrophoresis. 1kb Ladder molecular weight marker is shown on the left of the gels.

Table S1

[Click here to Download Table S1](#)

Table S2

[Click here to Download Table S2](#)

How the deposited data were processed for this re-analysis (not part of the article)

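RNA-seq libraries of *Nanog* KO ES cells (BT12) and of the parental control line (E14Tg2a) at 0, 12 and 24 h after the change from 2i/LIF to serum were analysed, 17 in all. Samples were grouped by genotype and time as the sample labels and the paper give them. From the single-read Illumina libraries, the authors trimmed adapters with cutadapt 1.3 and quantified genes with RSEM against GRCm38 (Ensembl annotation). The methods state that genes needed at least 1 CPM in at least 3 samples to be tested. Of the deposited rows, 353 did not meet this in the 17 libraries analysed here. The submitters' processing notes also name CASAVA 1.8.2 and give RSEM 1.2.3, while the methods give another RSEM version. The methods name edgeR for TMM scaling and for differential expression, and a batch correction with ComBat.
The deposited values are TMM-scaled CPM, a signal the authors obtained by dividing reads by a scaled library size. In each library 100% of the values were whole multiples of what 1 read is worth, to a tolerance of 0.001 reads, and TMM factors recomputed from these reads gave back the deposited scaling. Values changed by ComBat would not have this form, so the values are taken to be as they were before that step, which was not repeated here. The labels and methods give no batch for these libraries. Depth is the sum of the recovered reads per library. Intervals from depth cover counting error only.
The table has 15470 rows, of which 127 have no gene symbol. The 15117 genes with at least 1 CPM in at least 3 libraries were tested and 353 rows were not. Of the tested genes, 12267 had at least 1 CPM in every library. Coordinates are those of GENCODE M21 on GRCm38, which was matched by gene ID for 14999 of the tested genes and not for 118. The sources used here do not say that strand was used in counting, so reads of overlapping or antisense genes, and of near-identical copies such as *Hspa1a* and *Hspa1b*, cannot be told apart with certainty.
Tests were made with limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with a trend of the variance on the mean, 1 coefficient per genotype and time and 1 spread shared by all groups. The groups were not equally noisy. The squared difference between replicates, divided by that of counting alone, averaged 7.44 to 15.0 in the control at 24 h. It was 8.02 to 13.4 in *Nanog* KO at 24 h, 12.5 in the control at 0 h and 2.52 to 4.93 in the other groups. A shared spread can therefore understate the error of comparisons that use the noisier groups. Tests were two-sided, with Benjamini-Hochberg adjustment over all tested genes and a call at an adjusted p under 0.05. The design written before the data were examined named a test for each unit the values could have, and this is the one for linear normalized values. Comparisons were *Nanog* KO against control at each time, 24 h against 0 h in each genotype, and the interaction. Fold changes are on the log2(CPM + 1) scale and understate the change of low genes between groups. An interaction can be overstated on this scale where a gene is low in a single genotype.
The repressed pattern of Fig. 1B needed a rise of at least 1 (log2) in *Nanog* KO cells at an adjusted p under 0.05. It also needed a change of less than 0.5 in control cells and a positive interaction at an adjusted p under 0.05. The activated pattern was its mirror image. These names follow the paper's figure, and a role of *Nanog* itself was not tested apart from the cell line. Principal components were taken from centred values. There were 24 gene lists, written from general knowledge before the data were examined, 4 of which hold genes chosen by the study. Of these, 22 had enough members for camera, with a preset correlation of 0.01 and again with an estimated one, over 132 tests. Enrichment in the patterns was tested by Fisher's exact test over all tested genes, in 40 tests. This test makes no allowance for correlation between genes. Chromosome medians were set against 100000 random gene sets.
The genes named are all those the study names for these cells, the 10 with the largest rise and the 10 with the largest fall per comparison, the 12 of each pattern with the largest interaction, and up to 4 members of each list. Named predicted genes were left out, and the 10 needed a group mean of at least 5 CPM. A few genes that this rule takes are not reported here. Others are named only as examples of a group or where the text says so.
Alternatives were a fit of the compared groups only, no filter, a mean of at least 5 CPM, a replicate block, median-ratio and quantile scaling, 0.1 CPM added in place of 1, limma without the trend or with robust moderation, other limits for folds and patterns, and leaving out each library in turn. Chosen after the data were seen were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, the 12 h changes, and counts without chromosome 15.
Reads were simulated for 15117 genes with 100 genes changed at each size. For *Nanog* KO against control at 0 h, 61% of genes changed by 0.5 (log2) and 83% of those changed by 1 were recovered. For 24 h against 0 h in *Nanog* KO cells these were 63% and 85%, and for the interaction 30% and 58%. Among genes at 10 CPM or more, changes of 1 were recovered in 100%, 100% and 96.3%. A first criterion, that at least 60% of genes changed by 1 be recovered, was missed by the interaction and was then replaced by limits on the bias, sign and number of false calls, which were met. The interaction therefore misses many changes of low genes.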

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

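The tests of the other autosomes and of a growing endoderm-like population, those with edgeR and DESeq2, and the reading of the feeder test, were chosen only after the results were seen. The design written before the data were examined named no single chromosome. The window and scaling tests of chromosome 15 can thus only have been framed once that chromosome stood out.
Genes of chromosome 15 were higher as a whole in *Nanog* KO than in control cells, a signal outside the genes the paper discusses. Their median log2 fold change was 0.41 at 0 h, 0.43 at 12 h and 0.44 at 24 h, with 366 genes higher and 60 lower of 588 at 0 h (adjusted p = 0.00011, from 1e-05, the smallest p that 100000 random sets can give). A short stretch was argued against by the 9 windows of 10 Mb with at least 10 genes, the lowest of which had a median of 0.32 at 0 h, 0.35 at 12 h and 0.26 at 24 h, and the scaling of the libraries by the other scalings, under which the median stayed at 0.40 or more above that of all genes. An extra copy of chromosome 15 in *Nanog* KO cells may account for this, as a hypothesis with no test of DNA copy number: 1 in every cell would give 0.58, and genes with a mean of at least 5 CPM had medians of 0.46, 0.48 and 0.48, so part of the gap stays open. Chromosome 6 (0.055, 0.076 and 0.040) and X (-0.065, -0.10 and -0.14) also passed at 0, 12 and 24 h (adjusted p at most 0.0167), but no median of another autosome lay outside -0.059 to 0.076, far from a whole copy, and 3472 genes were higher and 4013 lower at 0 h off chromosome 15. Chromosome 7 passed at 12 h only (-0.035), and 14 (-0.059) and M (0.29) at 24 h only (random sets, adjusted p = 0.0235, 0.0327 and 0.0074). Medians of whole chromosomes can miss a change of a part, and no chromosome but 15 was cut into windows. Whether chromosome 15 bears on the genes off it was not tested.
The paper discusses *Lrp2* and *Clic6* as endoderm genes, and of 28 tested endoderm genes 20 were higher and 5 lower in *Nanog* KO cells at 0 h, 23 and 5 at 12 h, and 23 and 2 at 24 h. Their median log2 fold change in *Nanog* KO against control cells was 1.299 at 0 h, 1.58 at 12 h and 2.16 at 24 h, and their interaction 0.84. A growing share of 1 unchanged endoderm-like population was argued against by the 9 of 20 members called higher at 0 h that were under 5 CPM in control cells, whose changes over 24 h in *Nanog* KO cells ran from 0.07 for *Hnf4a* to 4.29 for *Cubn*, with an SD 8.62 times their median standard error. A changing population, and low expression in many cells, may each remain, and bulk RNA cannot separate them.
The 155 genes that rose in control and stayed level in *Nanog* KO cells were weighed against RNA of feeder fibroblasts, whose 36 tested markers include 15 at 10 CPM or more in every group and 0 held by another list. Had feeder RNA risen in the control, the markers would have risen there, but their median change in control cells was -0.78, 24 fell, and the most abundant, *Col1a1*, went from 595 to 219.9 CPM. The median interaction of -0.32 lay between the bounds of -1 and -0.25 set beforehand and decided neither way. *Col3a1* was 171 and 145 CPM in control and 179 and 40.2 CPM in *Nanog* KO cells, so that a larger loss of feeder cells from the *Nanog* KO cultures may remain for such genes. *Col3a1* did not rise in control cells, however, so it is not among the 155. Of the 36 markers, 0 were among the 155, but independent lists would share only 0.37, so this count decides little. A role of *Nanog* itself in this pattern was not tested apart from the cell line.
The response to serum differed between the genotypes by the interaction, which was positive for 2346 genes and negative for 2158. The largest positive values were *Arg1* (3.28), *Foxb1* (3.27), *Cited1* (3.22), *Atf3* (3.18) and *Stra6* (2.99), *T* (2.97), *Fgf8* (2.91), *Cubn* (2.83), *Nkx1-2* (2.80) and *Sp5* (2.77). For *Arg1*, *Foxb1*, *T*, *Fgf8* and *Nkx1-2* the control fell, while the *Nanog* KO was low at both times and its change did not pass. *Stra6* and *Sp5* fell in both genotypes, further in the control, *Cited1* and *Atf3* rose in *Nanog* KO and fell in control cells, and *Cubn* rose in both. The largest negative values included *Col14a1* (-3.32), *Mef2b* (-2.60), *Otx2* (-2.51), *Aire* (-2.47), *Sema3d* (-2.34), *Nlrc4* (-2.20), *Dnmt3l* (-2.17), *Megf10* (-2.17) and *Tril* (-2.03). Among genes that rose in *Nanog* KO and stayed level in control cells, they were *Fam84b* (2.74), *Sox3* (2.63), *Tfec* (2.50), *Spink3* (2.33), *Myo7a* (2.27), *Clic6* (2.20), *Amn* (2.17), *Sall2* (2.09), *Ihh* (2.09), *Fgf3* (2.05), *Hspa1b* (1.96) and *Ctsh* (1.88). The direction of *Tfec* was reversed with edgeR and DESeq2. Among those that rose in control and stayed level in *Nanog* KO cells, they included *Bmp5* (-1.85), *Fat4* (-1.84), *Hapln1* (-1.82), *Epas1* (-1.81), *Pgm5* (-1.76), *Flrt2* (-1.75) and *Enpp3* (-1.73). Of the genes the study names, *Nanog* had -0.67, and the others were *Sox8* (0.71), *Pou3f1* (1.42), *Clic5* (1.47), *Nptx1* (1.28), *Mef2c* (-0.77), *Heyl* (-0.68), *Tbx2* (-1.66), *Pou5f1* (-0.58), *Sox2* (-0.21) and *Gdf3* (-0.72), *Fgf4* (0.675), *Etv5* (-0.25) and *Lrp2* (0.91). The *Etv5* call was lost without replicate 1 or 3 of *Nanog* KO at 0 h, replicate 2 of *Nanog* KO at 12 h, replicate 2 of *Nanog* KO at 24 h, replicate 2 of the control at 0 h, replicate 1 of the control at 12 h, or replicate 1 or 3 of the control at 24 h (-0.26 to -0.13), and that of *Sox2* without replicate 2 of the control at 0 h (-0.18). With edgeR and DESeq2 the interactions of *Cubn*, *Sp5*, *Megf10*, *Bmp5*, *Hapln1*, *Mef2c* and *Heyl* kept their direction but did not pass, nor did that of *Mef2b* with DESeq2 or of *Etv5* with edgeR. *Fam84b* and *Col14a1* lie on chromosome 15.
Hox genes had medians of -2.02 at 0 h and -1.71 at 12 h in *Nanog* KO against control cells. Genes of glycolysis had medians of -1.42 in *Nanog* KO and -1.27 in control cells from 0 to 24 h.
The 3 libraries against 3 of each comparison allow 10 splits, too few for a share under 0.05. Fitted on those libraries alone, the real split called 8196 genes between genotypes at 12 h, 6234 at 24 h and 8542 over time in *Nanog* KO cells, and the highest of the other splits called 0 in each by limma (1 of 10 splits reached the real value). Every other split mixes the real groups on each side, so real differences widen its spread and few calls could come from it. The counts therefore decide nothing about chance.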

How the results depend on the processing

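The edgeR and DESeq2 tests were chosen only after the results were seen. Of 222 results on named genes, 208 kept direction and call with DESeq2, 211 with edgeR, 216 with 0.1 CPM added, 215 with quantile scaling and 221 with median-ratio scaling. Many of these genes were picked for a large change that passed the main test, which favours a kept call. *Tfec* was reversed with edgeR (-0.83) and DESeq2 (-0.19). In *Nanog* KO libraries it went from 0.159 to 0.365 CPM at 0 h to 8.02 to 8.91 CPM at 24 h. In control libraries it was 0 CPM at 0 h and 0.220 to 0.543 CPM at 24 h. Its fold in control cells thus depends on how 0 is handled, though this was not tested as the cause. Over all libraries left out in turn, 3660 results were the same, 97 lost their call and 17 gained one. Of 132 list tests, 71 gave a call with the preset correlation, of which 62 were lost with an estimated correlation and 9 were kept (4 of endoderm, 2 of Hox genes, 2 of glycolysis and 1 of the study's neural genes). On the recovered reads, edgeR called 3890 genes higher and 4162 lower in *Nanog* KO cells at 0 h, with 162 and 203 genes in the patterns, and DESeq2 3787 and 3837, with 153 and 189. Of the 134 and 155 genes, edgeR shared 92 and 106, DESeq2 91 and 106, and limma with 0.1 CPM added 95 and 113. Both tests lost the interaction of *Mef2c* (adjusted p = 0.10 and 0.16), of *Heyl* (adjusted p = 0.32 and 0.39) and of *Bmp5*, *Cubn*, *Hapln1*, *Megf10* and *Sp5*, and DESeq2 also that of *Mef2b*, with the direction kept.
With a fold limit of 0.5, higher and lower counts were 1982 and 2254 at 0 h, 1571 and 1827 at 12 h, and 1501 and 1583 at 24 h, 2023 and 1953 over time in *Nanog* KO, 1960 and 2201 in control cells, and 1442 and 1268 for the interaction. The repressed and activated patterns held 70 and 93 genes at a mean of at least 5 CPM, 72 and 82 with a stable change under 0.25, 522 and 568 with a rise of at least 0.5, and 6 and 7 with a rise of at least 2. With stability taken from the adjusted p, the activated pattern held 96. These limits define the pattern. Component 1 held 53.4% of the variance over the 500 most variable genes and 30.8% with scaled values, and component 2 held 26.3% over 500 genes and 25.3% by plotMDS. Leaving out 1 library gave 42.3 to 45.6% and 25.9 to 30.3%, and patterns of 118 to 142 and 144 to 181 genes.
The replicate numbers did not pair the libraries. Of 40 pairs with the same number, r ran from -0.19 to 0.10, and 2 of 17 libraries matched their own number best. With the replicate block, 3686 genes were higher and 3901 lower at 0 h, and the patterns held 132 and 153 genes. Fitted on the compared groups only, 3056 genes were higher and 3178 lower in *Nanog* KO cells at 24 h, and 4061 and 4135 at 12 h. Depth limits genes at or below the 0.0851 to 0.326 CPM that 3 reads are worth.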

Differences from the paper's values

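The pattern limits were fixed before the data were examined, and the edgeR and DESeq2 tests were chosen after the values were seen. The paper's text gives no fold limits for its patterns, only an FDR under 0.05, and Table S1 was not analysed here.
The paper's set repressed by *Nanog* holds 89 genes and 134 were found here. Values within 1.5 times the paper's came from the fit of the compared groups only (129), a mean of at least 5 CPM (70), the replicate block (132), quantile scaling (126), limma without the trend (129), stability by adjusted p (96), a stable change under 0.25 (72), and leaving out any library but replicate 3 of *Nanog* KO at 0 h (142), replicate 3 of *Nanog* KO at 24 h (136) or replicate 3 of the control at 12 h (134). The others did not: edgeR (162), DESeq2 (153), no filter (135), median-ratio scaling (134), 0.1 CPM added (154), robust moderation (134), and a rise of at least 0.5 (522) or 2 (6). The paper's set activated by *Nanog* holds 55 genes and 155 were found here. Of the alternatives, a stable change under 0.25 (82) was within 1.5 times the paper's, and the rest were not.
The paper places *Pou3f1* and *Chd5* among genes upregulated in *Nanog* KO cells and not in controls. Here both also rose in control cells, by 2.05 and 1.57 (log2), and no setting placed either in the pattern. The interaction of *Pou3f1* passed. That of *Chd5* did not, with adjusted p = 0.77 with 0.1 CPM added, 0.84 with edgeR and 0.86 with DESeq2. *Sox8*, *Clic5*, *Nptx1* and *Fgf3* were in the pattern, and with 0.1 CPM added, edgeR or DESeq2 only *Clic5* and *Nptx1* were. *Nptx1* left it with the fit of the compared groups only, the replicate block, quantile scaling, limma without the trend and robust moderation. Quantile scaling also left out *Fgf3*, and none of these genes was in it at a mean of at least 5 CPM. The paper names *Lrp2* among genes upregulated in *Nanog* KO cells, without stating that it was level in controls. It rose in control cells too, by 1.90, but more in *Nanog* KO cells (interaction 0.91), so this is no difference from that statement.
The paper lists *Mef2c* and *Hand2* among genes that fail to rise in *Nanog* KO cells. *Mef2c* rose in control cells by 0.78, under the limit of 1, and entered the pattern with a rise of at least 0.5. *Hand2* was below the filter; without the filter it rose in control cells by 0.79 (adjusted p = 0.0025), with an interaction of -0.86 (adjusted p = 0.021). *Nr0b1*, drawn with this set, rose in *Nanog* KO cells as well, by 1.39. *Tbx2* and *Heyl* were in the pattern, but neither was with 0.1 CPM added, with edgeR or with DESeq2. *Heyl* also left it with the fit of the compared groups only and with quantile scaling.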

Other observations

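The counts at 12 h over time were chosen only after the results were seen.
Before serum, genes of the trophectoderm, the outer layer of the blastocyst, differed in part between the genotypes. At 0 h, 13 of 20 were higher and 5 lower (median 0.65; camera, adjusted p = 0.0019, and adjusted p = 0.21 with an estimated correlation). *Ascl2*, a factor of the trophoblast, was 14.1 ± 0.467 CPM (SD, n = 3) against 1.04 ± 0.00252 CPM (SD, n = 2), and *Esx1* was 23.2 against 6.38 CPM. Imprinted genes, expressed from 1 parental allele, went both ways, with 9 of 30 higher and 15 lower at 0 h (median -0.29; camera, adjusted p = 0.083). *Mest* was 22.2 ± 1.26 against 222 ± 9.30 CPM, *Nnat* 6.42 against 75.9 CPM and *Grb10* 41.3 against 191 CPM (limma, adjusted p = 3.5e-18, 1.3e-12 and 4.2e-13).
Of 27 genes of the 2-cell state and germline, 3 had a positive and 11 a negative interaction (median -0.24; camera, adjusted p = 0.0073, and adjusted p = 0.30 with an estimated correlation). *Taf7l*, of male germ cells, fell from 32.6 to 13.4 CPM in *Nanog* KO cells and rose from 5.94 to 7.69 CPM in control cells. *Ndufa4l2* and *Bnip3*, which low oxygen is known to induce, were chosen after their values were seen. *Ndufa4l2* fell from 59.2 to 1.49 CPM in *Nanog* KO and from 27.6 to 0.692 CPM in control cells, and *Bnip3* from 328 to 38.8 and from 198 to 35.5 CPM. At 0 h, 13 of 21 genes of glycolysis were higher in *Nanog* KO cells (median 0.19; adjusted p = 0.20 with an estimated correlation).
Of 20 Wnt targets, 14 had a positive and 1 a negative interaction (median 0.92; camera, adjusted p = 0.065 with an estimated correlation). In control cells 13 of them fell and 3 rose, against 5 and 5 in *Nanog* KO cells, where 17 were already lower at 0 h. Of 29 Hox genes, 13 had a positive and 2 a negative interaction. In control cells 23 Hox genes fell and 2 rose, while in *Nanog* KO cells 8 fell and 0 rose, and 27 were already lower there at 0 h. Of 16 targets of BMP and Nodal, 8 fell and 1 rose in control cells (median -0.38; camera, adjusted p = 0.020, and adjusted p = 0.17 with an estimated correlation). In *Nanog* KO cells 9 fell and 5 rose (median -0.25). The interaction was positive in 5 and negative in 5 (camera, adjusted p = 0.92), so the list's change did not differ between the genotypes by this test. *Id3*, a direct target of BMP, was 15.7 CPM in *Nanog* KO and 70.8 CPM in control cells at 0 h. Of 22 genes of the ERK response, 10 had a positive and 4 a negative interaction (median 0.17; camera, adjusted p = 0.026, and adjusted p = 0.44 with an estimated correlation). Of 18 targets of p53, 5 were higher and 5 lower at 0 h (camera, adjusted p = 0.97), and of 5 genes of the Y chromosome 3 were higher and 1 lower (adjusted p = 0.30). Of 20 genes of RNA quality and stress, 16 were higher in *Nanog* KO cells at 24 h (median 0.36; camera, adjusted p = 1.4e-05, and adjusted p = 0.091 with an estimated correlation).
From 0 to 12 h, 3887 genes rose and 3952 fell in *Nanog* KO cells, and 3419 rose and 3699 fell in control cells. The interaction at 12 h was positive in 1502 genes and negative in 1451.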
